# Cancer-intrinsic *Cxcl5* orchestrates a global metabolic reprogramming for resistance to oxidative cell death in 3D

**DOI:** 10.1038/s41418-025-01466-y

**Published:** 2025-03-07

**Authors:** Ramin Seo, Arvie Camille V. de Guzman, Sunghyouk Park, Ji Youn Lee, Suk-Jo Kang

**Keywords:** Cancer microenvironment, Cancer metabolism

## Abstract

Pancreatic ductal adenocarcinoma is characterized by a three-dimensional (3D) tumor microenvironment devoid of oxygen and nutrients but enriched in extracellular matrix, which acts as a physical and chemical barrier. In 3D, cancer cells reprogram their metabolic pathways in ways that help them survive hostile conditions. However, little is known about the metabolic phenotypes of cancer cells in 3D and the intrinsic cues that modulate them. We found that *Cxcl5* deletion restricted pancreatic tumor growth in a 3D spheroid-in-Matrigel culture system without affecting cancer cell growth in 2D culture. *Cxcl5* deletion impaired 3D-specific global metabolic reprogramming, resistance to hypoxia-induced cell death, and upregulation of *Hif1α* and *Myc*. Overexpression of *Hif1α* and *Myc*, however, effectively restored 3D culture-induced metabolic reconfiguration, growth, redox homeostasis, and mitochondrial function in *Cxcl5*^−/−^ cells, reducing ferroptosis. We also found that pancreatic cancer patients with higher expression of hypoxia and metabolism-related genes whose expression is well-correlated with *CXCL5* generally have poorer prognosis. Together, our findings identify an unanticipated role of *Cxcl5* in orchestrating the cancer metabolic reprogramming in 3D culture that is required for energy and biomass maintenance and that restricts oxidative cell death. Thus, our results provide a rationale for targeting *CXCL5* as a promising therapeutic strategy.

## Facts

- In 3D-cultured cancer cells, *Cxcl5* is required for growth, global metabolic reprogramming, and resistance to hypoxia-induced cell death.
- The metabolic reprograming in 3D culture is secondary to increased expression of *Hif1α* and *Myc*.
- Loss of *Cxcl5* blocked the increase in *Hif1α* and *Myc* expression in 3D-cultured cancer cells.
- PAAD patients expressing higher levels of genes that correlatively are expressed with *Cxcl5* and associated with hypoxia, and metabolism tend toward poorer prognosis.

## Introduction

The tumor microenvironment (TME) comprises not only cancer cells themselves, but also immune cells, fibroblasts, endothelial cells, and pericytes, all of which are critical for regulating cancer initiation and progression [1]. Non-cellular factors in the TME also affect tumor development, such as extracellular matrix (ECM), hypoxia, nutrient availability, pH, and redox status [2]. Certain TME characteristics can present significant barriers to effective cancer treatment by way of immunosuppression, metabolic reprogramming, and physical obstructions to medication transport [2, 3]. Thus, effort toward modifying the TME is required to make cancer more therapy-permissive [1].

Macrophages are one of the most abundant immune cells that infiltrate pancreatic cancer [3] and have an impact on tumor progression and TME remodeling [4]. Although it has been shown that M1, known as classically activated macrophages, have anti-tumoral properties and M2 macrophages promote the cancer progression, the effect of the various macrophage subtypes on tumor development relies on the context and structure of TME and is yet unknown. Therefore, investigating the factors that contribute to macrophages’ context-dependent effect on tumor growth is essential.

Metabolic reprogramming, which is a hallmark of cancer [4, 5], permits cancer growth, proliferation, and survival [6–8]. Cancer metabolism is orchestrated by the cross-talk of cancer intrinsic and extrinsic host factors and systemic metabolism [2]. Although the Warburg effect, a metabolic shift by which tumors produce most of their energy via aerobic glycolysis, has been recognized for a century, tumor metabolic plasticity and the interdependent regulation of tumor metabolism in TME make it challenging to consider the Warburg effect a general feature of all tumors [9]. Nevertheless, many types of tumors show increased glycolytic flux and glycolytic intermediates, indicating a clear role for glycolysis in tumor progression. Notably, aerobic glycolysis not only meets the high energy demands of a growing tumor but also contributes to biomass synthesis and redox balance by feeding into a multitude of pathways, including the pentose phosphate pathway (PPP), the hexosamine pathway, de novo serine/glycine synthesis, and one-carbon metabolism [7, 10, 11].

One-carbon metabolism comprises a linked set of metabolic processes, including the folate and methionine cycles, which play critical roles in biomass (nucleotides, protein, and lipids) synthesis, methylation, and redox homeostasis. Previous studies have demonstrated that certain types of cancer show increased de novo synthesis of serine, which is formed from the glycolytic intermediate 3-phosphoglycerate (3-PG) through a series of reactions mediated by phosphoglycerate dehydrogenase (PHGDH), phosphoserine aminotransferase 1 (PSAT1), and phosphoserine phosphatase (PSPH). Serine hydroxymethyltransferase 1 or 2 (SHMT1/2) can convert serine to glycine, providing single carbon units to the folate cycle. A trans-sulfuration process in the methionine cycle conjugates homocysteine and serine, producing cystathionine, and then cysteine. Through glutamate cysteine ligase (GCL) and GSH synthetase (GSS), glycine is connected to cysteine and glutamate to produce glutathione (GSH) [10, 12]. GSH is responsible for maintaining redox balance in combination with reduced nicotinamide adenine dinucleotide phosphate (NADPH) produced by the folate cycle and PPP. Tumors are known to increase serine/glycine production to preserve redox homeostasis in the hypoxic TME, where the supply of serine and glycine is minimal [13]. Therefore, aerobic glycolysis is essential for providing the building blocks and antioxidants necessary to sustain cancer proliferation and survival.

Although many studies have revealed that cell-ECM interactions and cell-cell interactions can alter cell proliferation, migration, and metabolism in cancer cells [14, 15], 2D monolayer cultures are severely limited in their ability to recapitulate the interactions that exist in 3D TME. Importantly, although a few publications have documented metabolic modifications that occur in a 3D environment [16], we still lack a comprehensive view of the metabolic landscape of cancers in the 3D TME and the cancer-intrinsic cues that confer 3D-specific metabolic reprogramming. To identify such cancer-derived factors, we developed a reproducible and controlled cancer spheroid culture model to mimic the 3D TME where cancer cells interact with surrounding cells and the ECM and respond to non-cellular characteristics including hypoxia. Using this culture system, we discovered an unanticipated role for cancer-derived *Cxcl5* in the metabolic reprogramming of cancer cells as they adapt to the 3D TME.

## Results

### Cancer-derived CXCL5 is necessary for tumor spheroid growth

Pancreatic cancer is typically accompanied by TME macrophage infiltration and desmoplasia [17]. While tumor-infiltrating macrophages help shape an immunosuppressive TME [18], ECM desmoplasia modulates both the behavior of cancer cells and tumor-infiltrating macrophages [19]. To recapitulate the macrophage-conditioned 3D characteristics of the TME, we established a 3D tumor spheroid-in-Matrigel culture system using the murine pancreatic (Panc02) and colon (MC38) adenocarcinoma cell lines and treated macrophage conditioned media obtained from M0 (untreated) or M1 (IFNγ plus lipopolysaccharide-treated) macrophages (Fig. 1A, Supplementary Fig. 1A, B). We found that M1-CM treatment dramatically increased total Panc02 spheroid area (Fig. 1B, Supplementary Fig. 1C) without increasing cell proliferation (Fig. 1C), resulting in the reduction of spheroid compactness (Supplementary Fig. 1D). The size increase by M1-CM treatment was also observed in MC38 spheroid (Supplementary Fig. 1E). In a Gene Ontology (GO) analysis of the differentially expressed genes (DEGs, Table S2) following RNA sequencing, we found M1-CM increased the expression of genes associated with innate immune responses, chemotaxis/migration compared to control or M0-CM (Fig. 1D, E). Indeed, the migration of cells from the M1-CM treated spheroids was enhanced compared to control or M0-CM treatment (Supplementary Fig. 1F). 

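For this RNA sequencing, Panc02 cells, a murine pancreatic adenocarcinoma line, were grown as spheroids in Matrigel and kept in control medium (Ctrl), in M0-CM, or in M1-CM from macrophages treated with IFNγ and LPS, with 3 samples in each group. The authors prepared stranded total RNA libraries, aligned the reads to GRCm38 with HISAT2 and deposited the StringTie counts of 55487 genes without normalization. The total count per sample ranged from 58714340 to 78498230 in Ctrl (median 59498833), from 62884050 to 66795598 with M0-CM (median 63824246) and from 43875429 to 60517326 with M1-CM (median 57077380). Counts were scaled with edgeR's TMM method, and expression levels are given as CPM of the scaled library. The 19207 genes with enough counts were tested with edgeR's quasi-likelihood test over all 9 samples, with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and an absolute log2 fold change above 1 were called DEGs. By these limits, M1-CM raised 3 genes compared with Ctrl and lowered 0, while 586 genes rose and 317 fell at an unadjusted p under 0.05. Compared with M0-CM, M1-CM again raised 3 genes and lowered 0, with 309 and 189 genes at an unadjusted p under 0.05. M0-CM raised 0 genes and lowered 0 compared with Ctrl, with 412 and 157 genes at an unadjusted p under 0.05. The genes raised in both comparisons were *Lcn2*, *C3* and *Cxcl5*. *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252, minus strand) was at 0.0466 ± 0.0807 CPM (SD, n = 3) in Ctrl, 0.351 ± 0.16 in M0-CM and 48.2 ± 24.4 in M1-CM. Its log2 fold change was 9.76 against Ctrl (SE 0.88, adjusted p = 0.00682 by edgeR) and 7.09 against M0-CM (SE 0.74, adjusted p = 0.026 by edgeR). These ranged from 9.23 to 14.48 and from 6.63 to 7.38 with each sample left out in turn. *C3* (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136, minus strand) was at 20.8 ± 3.98 CPM (SD, n = 3) in Ctrl, 32.3 ± 16.7 with M0-CM and 359.2 ± 144.0 with M1-CM. Its log2 fold change was 4.11 against Ctrl (SE 0.41, adjusted p = 0.0129 by edgeR) and 3.48 against M0-CM (SE 0.40, adjusted p = 0.0435 by edgeR). With the replicate number as a replicate block, 1 gene was raised in each M1-CM comparison and 0 by M0-CM, and the adjusted p of *Lcn2* and *C3* in edgeR was 0.0607 against Ctrl and 0.16 against M0-CM. Deviations of samples with the same replicate number from their group means had a mean correlation of 0.095. With each sample left out in turn, between 1 and 5 genes were raised against Ctrl and between 1 and 6 against M0-CM. The alternative that moved the count against Ctrl most was the DESeq2 Wald test, which called 64 genes up and 19 down there, 19 up and 9 down against M0-CM, and 18 up and 4 down between M0-CM and Ctrl. The last 2 comparisons were moved more by DESeq2 on only the groups compared, chosen after seeing the data, to 23 up and 7 down and to 20 up and 6 down. The serum amyloid gene *Saa3* had at most 3 counts in every Ctrl sample and was at least 68.0-fold higher with M1-CM, but its adjusted p was 0.197 by edgeR. The chemokine gene *Cxcl1* was likewise at least 11.9-fold higher with an adjusted p of 0.673 by edgeR. From the GO terms of its own DEGs, the paper states that M1-CM raised genes of innate immunity and of chemotaxis or migration.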

Additionally, we found increased expression of several genes associated with epithelial-mesenchymal transition (EMT) [20] (Supplementary Fig. 1G). 

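The 11 EMT-associated genes drawn in Supplementary Fig. 1G were *Lcn2*, *Elf3*, *Edil3*, *Cxcl1*, *Fbln2*, *Mmp9*, *Enpp2*, *Ltbp2*, *Slpi*, *Bcl3* and *Ifitm3*. All 11 had a higher mean with M1-CM than in Ctrl. Their median log2 fold change was 2.28, and the smallest was 1.16, for *Ifitm3*. *Lcn2* alone passed the limits when p was adjusted over all genes tested, and 11 passed when it was adjusted over the list alone, which shows no stability because the list was drawn by the paper from these samples. A high score for this list was likewise expected beforehand, so the scores below are no independent test. In a ranked gene set test (fgsea on the signed square root of edgeR's F), the list had a normalized enrichment score (NES) of 2.58 against Ctrl. Its adjusted p was 2.25e-19 by fgsea, the smallest value the settings could give. With the replicate block the NES was 2.57 (adjusted p = 5.59e-18 by fgsea), and it stayed between 2.39 and 2.61 with each sample left out in turn. *Slpi* was at 16.9 ± 4.98 CPM (SD, n = 3) in Ctrl and 50.4 ± 8.84 with M1-CM, a log2 fold change of 1.58 (SE 0.23, adjusted p = 0.099 by edgeR). *Mmp9* was at 14.3 ± 4.11 CPM in Ctrl and 69.4 ± 42.9 with M1-CM, and its spread with M1-CM was larger than its mean in Ctrl (log2 fold change 2.28, SE 0.44, adjusted p = 0.274 by edgeR). *Elf3*, *Edil3* and *Cxcl1* were at the floor of 3 counts in every Ctrl sample. *Elf3* was at least 30.3-fold higher (adjusted p = 0.0645 by edgeR) and *Edil3* at least 15.7-fold higher (adjusted p = 0.183 by edgeR) with M1-CM. *Edil3* was nearly as high with M0-CM, at 0.797 ± 0.584 CPM against 0.822 ± 0.51 with M1-CM. Against M0-CM all 11 genes were again higher with M1-CM, with a median log2 fold change of 2.16 and an NES of 2.58 (adjusted p = 8.47e-12 by fgsea).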

Among the genes upregulated by M1 treatment, the increase in expression for the chemokine *Cxcl5* was notably large (Fig. 1F, G). 

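*Cxcl5* (ENSMUSG00000029371) lies on chromosome 5 of GRCm38 from 90759360 to 90761624 on the plus strand. In the 3 Ctrl samples it was at 78.05, 117.4 and 107.1 CPM, in the 3 M0-CM samples at a mean of 116.6 ± 3.13 CPM (SD), and in the 3 M1-CM samples at 663.5, 719.0 and 662.3 CPM. Every M1-CM sample was above every Ctrl and M0-CM sample. The log2 fold change of M1-CM over Ctrl was 2.76 (SE 0.17, adjusted p = 0.000474 by edgeR), and over M0-CM it was 2.55 (SE 0.17, adjusted p = 0.000922 by edgeR). M0-CM against Ctrl was not past the limits (log2 fold change 0.21, SE 0.16, adjusted p = 1 by edgeR, the highest value possible). The M0-CM mean lay within the range of the 3 Ctrl samples. The replicate block gave a log2 fold change over Ctrl of 2.77 (adjusted p = 0.00938 by edgeR), and *Cxcl5* was the gene that stayed past the limits in both comparisons. With each sample left out in turn, it stayed between 2.60 and 2.89 over Ctrl and between 2.51 and 2.56 over M0-CM. Its log2 fold change was smaller than those of *Lcn2* and *C3*, while its adjusted p was the lowest of the 3.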

Additionally, using western blotting, we verified that CXCL5 expression was elevated in 3D culture compared to 2D culture (Supplementary Fig. 1H) and M1-CM treatment significantly upregulated CXCL5 expression exclusively in 3D culture, not 2D culture (Fig. 1H, I).

**Fig. 1:**
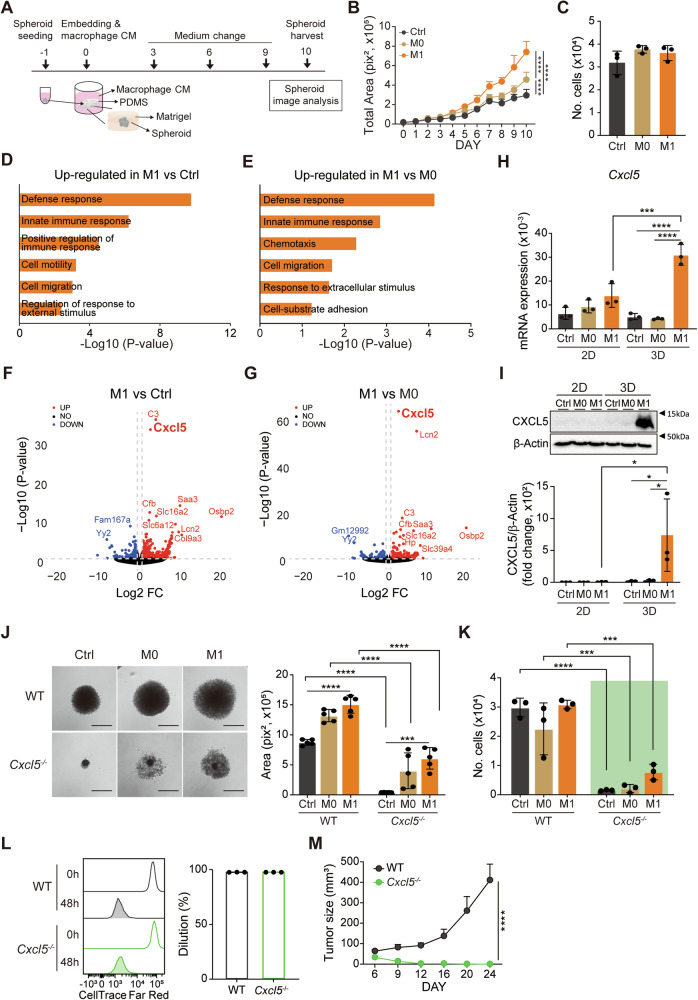
M1-CM treatment-induced upregulation of CXCL5 expression is necessary for tumor spheroid growth. **A** Schematic showing the 3D spheroid-in-Matrigel culture system. Panc02 spheroid-in-Matrigel were cultured without (Ctrl, control) and with M0- or M1-CM supplementation before being harvested on day 10. **B** Graph comparing total area of spheroids (*n* = 5 spheroids/group). **C** The number of cells in each spheroid was measured via CyQUANT^TM^ assays. (*n* = 3). **D, E** GO analysis of differentially expressed genes (DEGs) in the comparison of Control (Ctrl) and M1-CM-treated Panc02 spheroids **(D)** or the comparison of M0-CM and M1-CM-treated Panc02 spheroids (**E)**. **F, G **Volcano plots showing DEGs in the comparison of M1-CM-treated spheroids and control (Ctrl, **F**) or M0-CM-treated spheroids (**G)**. **H**, **I** *Cxcl5* expression in 2D- or 3D-cultured Panc02 with or without macrophage CM (*n* = 9–12 spheroids/group), as analyzed by qRT-PCR (**H)** and western blotting (**I**, upper). Bar graph showing the quantitation of CXCL5 expression, normalized to the amount of β-actin (**I**, bottom). **J** Bright field spheroid micrographs (left) and bar graph showing the total area of spheroids (right) (*n* = 5 spheroids/group). Magnification, 4X. Scale bar = 1 mm. **K** Number of cells per Panc02 spheroid (*n* = 3 spheroids/group). **L** Flow cytometry plots (left) showing CellTrace^TM^ dye dilutions and bar graphs (right) showing dilution percentages (MFI difference between 0 h and 48 h of WT cells was set to 100%). Significance was assessed via unpaired two-tailed Student’s *t*-tests. **M** Tumor growth of WT and *Cxcl5*^−/−^ Panc02 cells subcutaneously injected into mice (*n* = 4 mice/group). **B,** **C,** **H**–**M** Data are representative of three independent experiments (*n*, number of spheroids/group) and presented as mean ± SEM. Significance was assessed via two-way (**B,** **H,** **I,** **J,** **K,** **M)** or one-way (**C)** ANOVAs with Tukey’s post-hoc tests.

To see whether similar results are found in M1 macrophages polarized by stimuli other than IFNγ + LPS and M2 macrophages by IL-4 or TGF-β1, we stimulated the macrophages with a tumor conditioned media of 2D- (2D TCM) or 3D-cultured tumor cells (3D TCM), IFNγ alone, TNFα, IL-4 or TGF-β1. Additionally, we included an IFNγ + TNFα co-stimulation condition as IFNγ has been shown to prime macrophages, leading to boosting up their responsiveness to inflammatory molecules, such as TNFα [21]. We first verified that the IFNγ addition to the stimulation (IFNγ alone, IFNγ + TNFα, or M1) induced the upregulation of CD86 and MHC class II molecules and the expression of iNOS (*Nos2*), the markers for classically activated macrophages (Supplementary Fig. 1A, B). These conditions did not upregulate the expression of CD206, an M2 marker [22]. Meanwhile, IL-4, but not TGF-β1, treatment increased expression of CD206 (Supplementary Fig. 1A). We then treated the 3D tumor cells with the conditioned media from these activated macrophages and investigated 3D tumor growth and CXCL5 expression. We confirmed that the 3D growth of tumor cells and the expression of CXCL5 were increased by the conditioned media from IFNγ + TNFα co-treated macrophages, similar to those of IFNγ + LPS stimulation (Supplementary Fig. 1I, J). Interestingly, although the status of macrophage and CXCL5 expression was not changed by TGF-β1 stimulation, the conditioned media of TGF-β1-treated macrophages enhanced the 3D tumor growth. Altogether, our results suggest that IFNγ is critical for promoting the growth and the expression of CXCL5 of 3D tumor cells and that TNFα may be a downstream effector molecule of LPS-stimulation.

Furthermore, our in vitro results are corroborated by our analysis using the Tumor Immune Estimation Resource (TIMER) 2.0 database, which shows a significant correlation between CXCL5 expression and M1 macrophage infiltration in numerous cancer types (Supplementary Fig. 1K). Collectively, tumor spheroids increased in size along with increase of CXCL5 expression in response to M1 macrophage-conditioned media.

To study the role of cancer-derived CXCL5 in the growth of M1-CM-treated spheroids, we deleted *Cxcl5* in Panc02 cells using CRISPR/Cas9 (Supplementary Fig. 2A) and performed a 3D spheroid-in-Matrigel culture of wild-type (WT) or *Cxcl5*^−/−^ Panc02 cells with or without M0- or M1-CM. Unexpectedly, we found *Cxcl5* deletion reduced spheroid growth with fewer cells in *Cxcl5*^−/−^ than WT spheroids in all conditions (Fig. 1J, K). We detected that 3D culture significantly increased cell death assessed by annexin V staining (Supplementary Fig. 2B). Although, M1-CM treatment reduced the 3D culture-associated cell death (Supplementary Fig. 2C), the M1-CM is not sufficient to fully overcome the intrinsic defect by *Cxcl5* deficiency (Fig. 1J). There was no difference, however, between the proliferation rates of 2D-cultured WT and *Cxcl5*^−/−^ cells (Fig. 1L). These data suggest that CXCL5 is a 3D-dependent requisite for tumor survival and/or growth. Indeed, we found that treatment of Panc02 cells with recombinant CXCL5 (rCXCL5) did not alter 2D proliferation rate while it increased the size of the individual cells (Supplementary Fig. 2D, E). Meanwhile, rCXCL5 increased the size and cell numbers of spheroids with no change in cell size of individual cells in the spheroids (Supplementary Fig. 2F–H). Additionally, *Cxcl5* complementation in *Cxcl5*^−/−^ Panc02 cells restored the growth retardation of *Cxcl5*^−/−^ spheroids (Supplementary Fig. 2I). In corroboration of this result, we found reduced in vivo tumor growth of *Cxcl5*^−/−^ Panc02 cells compared to WT after subcutaneous injection into mice (Fig. 1M).

Furthermore, CXCL5 was found to have a similar effect on 3D tumor growth in the mouse colon cancer cell line MC38, the human pancreatic cancer cell lines MIA PaCa-2 and PANC-1, and the human lung cancer cell line A549 (Supplementary Fig. 2J). Together, our results indicate that 3D condition, but not 2D condition, elicits the cancer-intrinsic role of *Cxcl5* for the growth of a variety of mouse and human cancers.

### *Cxcl5* deletion impaired global metabolic reprogramming in 3D

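Panc02 WT and *Cxcl5*-/- cells were sequenced from 2D culture and from 3D spheroids, with 3 samples in each of the 4 groups. The authors deposited unnormalized StringTie counts of 56980 genes. The total count ranged from 51905908 to 72361685 in 2D WT (median 67998450), from 61150864 to 67690173 in 2D *Cxcl5*-/- (median 62164563), from 46973008 to 66197643 in 3D WT (median 59822716) and from 47133928 to 62626490 in 3D *Cxcl5*-/- (median 56439836). The 21367 genes with enough counts were tested over all 12 samples, and an adjusted p under 0.05 was the limit for a call. TMM factors were 0.82 to 0.912 in the 3D WT samples and 1.01 to 1.23 in 3D *Cxcl5*-/-, so the scaling weighs on this comparison. The targeted gene was read first in every sample. *Cxcl5* was at 47.3 ± 1.78 CPM (SD, n = 3) in 2D WT and 34.3 ± 2.7 in 2D *Cxcl5*-/- (log2 fold change −0.46, SE 0.14, adjusted p = 0.0705 by edgeR). This 2D difference, in the direction of the label, was past the limit with the replicate block (−0.47, adjusted p = 0.0352 by edgeR) and with library totals (adjusted p = 0.0186 by edgeR). It was at 28.5, 24.5 and 28.0 CPM in the 3 libraries of 3D WT and at 65.5, 40.9 and 45.5 CPM in the 3 libraries labelled 3D *Cxcl5*-/-. *Cxcl5* was thus higher, not lower, under the 3D *Cxcl5*-/- label (log2 fold change 0.91, SE 0.14, adjusted p = 0.000173 by edgeR), and with the replicate block by 0.89 (adjusted p = 0.000104 by edgeR). With each sample left out in turn this log2 fold change stayed between 0.65 and 1.08. The count of the transcript was thus not lowered under the label in 3D, and these samples are called the libraries labelled 3D *Cxcl5*-/-. In 3D WT the *Cxcl5* count was also lower than in 2D WT (log2 fold change −0.81, SE 0.14, adjusted p = 0.000379 by edgeR). Counts do not show the edited sequence or the protein, so a higher count does not rule out a knockout. The paper checked the knockout by immunoblot with an antibody against CXCL5.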

To better understand the cause of the growth defect in *Cxcl5*^−/−^ cells in 3D, we performed an RNA sequencing. 

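The PCA of log2 CPM over the 500 most variable genes put 57.8% of the variance on the first component and 24.0% on the second. On these components, the centres of 2D WT and 2D *Cxcl5*-/- lay 34.1 units apart, and 3D WT lay 76.0 units from the libraries labelled 3D *Cxcl5*-/-. The centres of 2D and 3D WT lay 92.0 units apart, and samples lay on average 1.5 units from the centre of their own group. The distance between genotypes was thus 2.23 times as large in 3D as in 2D, and 1.97 to 2.46 times with each sample left out in turn. Over all 21367 genes in place of the 500 most variable it was 4.14 times as large, the alternative that moved it most. By edgeR's quasi-likelihood test, 825 genes were higher and 677 lower in 2D *Cxcl5*-/- than in 2D WT, whereas 4218 were higher and 5397 lower in the libraries labelled 3D *Cxcl5*-/- than in 3D WT. Under the replicate block these were 865 and 689 genes in 2D and 4279 and 5456 in 3D, and samples of the same replicate number had a mean correlation of deviations of 0.06. The difference between the genotype effects in 2D and 3D, tested as an interaction, was past an adjusted p of 0.05 in 5807 genes, and in 6020 with the replicate block. Of the 5807, 2376 had a more positive and 3431 a more negative effect in 3D.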

A principal component analysis (PCA) showed similar gene expression profiles between WT and *Cxcl5*^−/−^ cells in 2D, but distinct in 3D (Fig. 2A). This suggests cancer cells in 3D conditions require *Cxcl5*-dependent gene expression to grow and survive. 

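Between 3D and 2D WT cells, 4752 genes were higher and 4707 lower in 3D, and 4755 and 4787 with the replicate block. The median log2 fold change over all genes tested was 0.002. Library totals in place of TMM moved it to −0.21 and gave 3563 genes higher and 6712 lower, while an absolute log2 fold change above 1 left 2868 higher and 1009 lower. The 67 genes that Fig. 3A lists for hypoxia served as the list for the hypoxic response. Their log2 fold changes ranged from 0.14 to 4.79 in 3D WT against 2D WT. Of cell adhesion genes, only the protocadherin family was counted. Of its 49 genes tested, 42 were higher and 7 lower in 3D WT, with 24 past the limit upward and 3 downward. Their median log2 fold change was 1.01. No broader adhesion list and no ECM list was tested. Among genes with a mean count of at least 50 and no overlap between the groups, the largest rises were in the predicted genes *Gm10720*, at least 1410-fold higher in 3D WT, and *Gm10800*. Both have near-identical copies between which the authors' counting could split reads, and are uncertain. The largest falls by the same rule were in the receptor genes *Lgr6* and *Adgrf5*. *Lgr6* (chromosome 1, 134983301 to 135105276, minus strand) was at 8.60 ± 0.542 CPM (SD, n = 3) in 2D WT and 0.644 ± 0.325 in 3D WT (log2 fold change −3.74, SE 0.28, adjusted p = 1.73e-07 by edgeR).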

In a GO analysis, we found higher expression of genes associated with cell adhesion, ECM organization, and hypoxic responses in 3D than 2D conditions. In addition, we found an upregulation of genes regulating metabolic processes such as glycolysis (*Aldoa, Pgk1, Ldha*) and cholesterol synthesis (*Sqle, Msmo1, Dhcr7*) in 3D WT compared with 2D WT cells. In contrast, we found reduced expression of genes associated with DNA replication (*Fen1*, *Mcm7*, *Gins1*), cell cycle (*Cdk1, Ccnb1, Cdc6*) and DNA repair (*Pcna, Rnf8, Cgas, Traip*) in 3D- than 2D-cultured WT cells (Fig. 2B). 

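*Aldoa* (ENSMUSG00000030695, chromosome 7, 126795234 to 126800751, minus strand) was at 813.7 ± 59.1 CPM (SD, n = 3) in 2D WT and 2939 ± 460 in 3D WT, a log2 fold change of 1.85 (SE 0.12, adjusted p = 3.95e-08 by edgeR). A second annotated gene carries the same symbol, and the one with more counts is given. *Pgk1* (chromosome X, 106187100 to 106203699, plus strand) rose from 998.9 ± 24.9 to 3188 ± 178 CPM (log2 fold change 1.67, SE 0.09, adjusted p = 7.44e-09 by edgeR), and *Ldha* (chromosome 7, 46841475 to 46855627, plus strand) from 1112 ± 60.9 to 2634 ± 161 CPM (log2 fold change 1.24, SE 0.10, adjusted p = 2.52e-07 by edgeR). Reads of *Aldoa*, *Pgk1* and *Ldha* could be split with pseudogenes of near-identical sequence by the authors' counting. Of the 3 genes of cholesterol synthesis, *Sqle* (chromosome 15, 59315077 to 59331192, plus strand) rose from 187.7 ± 9.24 to 608.3 ± 43.0 CPM (log2 fold change 1.70, SE 0.09, adjusted p = 5.05e-09 by edgeR). The log2 fold changes of *Msmo1* and *Dhcr7* were 1.37 (SE 0.10, adjusted p = 1.08e-07 by edgeR) and 1.05 (SE 0.16, adjusted p = 8.52e-05 by edgeR). All 6 genes were past the limit with the replicate block and under both other scalings.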

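*Fen1* (ENSMUSG00000024742, chromosome 19, 10199132 to 10204169, minus strand) was at 168.6 ± 15.2 CPM (SD, n = 3) in 2D WT and 59.2 ± 4.96 in 3D WT, a log2 fold change of −1.51 (SE 0.11, adjusted p = 1.23e-07 by edgeR). *Mcm7* was at 253.7 ± 16.1 and 110.1 ± 5.62 CPM (log2 fold change −1.20, SE 0.09, adjusted p = 2.22e-07 by edgeR), and *Gins1* at 26.1 ± 2.2 and 7.62 ± 1.12 CPM (log2 fold change −1.78, SE 0.13, adjusted p = 1.8e-07 by edgeR). The log2 fold changes of the cell cycle genes were −1.05 for *Cdk1*, −1.31 for *Ccnb1* and −1.33 for *Cdc6*. Those of the DNA repair genes were −1.15 for *Pcna*, −1.31 for *Rnf8*, −1.15 for *Cgas* and −1.05 for *Traip*. The highest adjusted p among these 10 genes was 0.000165 by edgeR, for *Rnf8*, which was at 26.7 ± 3.74 CPM in 2D WT and 10.8 ± 3.98 in 3D WT. All 10 were past the limit with the replicate block and under both other scalings. In a list of 36 DNA replication genes, 36 were lower in 3D WT and 34 past the limit, with a median log2 fold change of −0.98. The NES of the list was −2.74 (adjusted p = 6.47e-15 by fgsea), and −2.71 with the replicate block (adjusted p = 2.81e-15 by fgsea). The same list was lower still in the libraries labelled 3D *Cxcl5*-/- than in 3D WT, with 36 of 36 genes lower, a median of −0.66 and an NES of −2.39 (adjusted p = 3.56e-09 by fgsea). With library totals in place of TMM that median was −0.26.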

Remarkably, we found that loss of *Cxcl5* reversed the increased expression of the genes associated with hypoxic responses, glycolysis, and cholesterol synthesis (Fig. 2C). These results indicate *Cxcl5* plays a critical role in cancer cells adapting their metabolism and hypoxic responses to 3D culture environment.

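Of the 4752 genes higher in 3D WT than in 2D WT, 1831 were lower in the libraries labelled 3D *Cxcl5*-/- than in 3D WT. Of the 4707 lower in 3D WT, 1035 were higher and 1673 were lower still in the libraries labelled 3D *Cxcl5*-/-. All 67 hypoxia genes of Fig. 3A were lower in the libraries labelled 3D *Cxcl5*-/-, with 64 past the limit and a median log2 fold change of −1.12. All 23 genes of the glycolysis scheme in Fig. 2E were lower, 20 past the limit, with a median of −0.74. Of 19 sterol biosynthesis enzymes, 18 were lower and 17 past the limit, with a median of −1.12. Falls were not confined to these lists. Of 84 cytosolic ribosomal protein genes, 83 were lower, with 72 past the limit downward and 1 upward (median −0.73). Of 75 mitochondrial ribosomal protein genes, 68 were lower, with 53 past the limit downward and 1 upward (median −0.50). The NES was −3.03 for hypoxia (adjusted p = 1.5e-19 by fgsea, the smallest value the settings could give), −2.27 for glycolysis (adjusted p = 5.97e-07 by fgsea) and −2.40 for sterol biosynthesis (adjusted p = 5.05e-10 by fgsea). Under the replicate block they were −2.97, −2.21 and −2.40. Among single genes, *Aldoa* had a log2 fold change of −1.05 (SE 0.12, adjusted p = 7.24e-06 by edgeR), *Pgk1* of −1.14 (SE 0.09, adjusted p = 2.94e-07 by edgeR), *Ldha* of −1.16 (SE 0.10, adjusted p = 6.24e-07 by edgeR), *Sqle* of −1.01 (SE 0.09, adjusted p = 6.14e-07 by edgeR), *Msmo1* of −1.33 (SE 0.10, adjusted p = 1.81e-07 by edgeR) and *Dhcr7* of −1.39 (SE 0.16, adjusted p = 9.55e-06 by edgeR). Library totals in place of TMM moved the median of all genes from −0.04 to 0.35 and the genes called in this comparison to 7671 higher and 2445 lower. By library totals, *Gm10800* alone had a median of 83389.3 CPM in 3D WT, against 3404.6 in the libraries labelled 3D *Cxcl5*-/-. Those counts lower the other genes of 3D WT under that scaling, by an amount that was not separated. Under that scaling the medians were −0.73 for hypoxia, −0.35 for glycolysis and −0.73 for sterol biosynthesis, with the NES at −3.75, −2.69 and −2.79. The *Cxcl5* count was not lowered under the 3D *Cxcl5*-/- label. That of *Fabp5* fits the label, with 0 in all 3 of these libraries and all 3 of 2D *Cxcl5*-/-, against 550 to 800 in 3D WT. From these differences the paper concludes that *Cxcl5* has a part in adapting metabolism and the hypoxic response to 3D culture. The tests here do not separate loss of *Cxcl5* from other differences between WT and edited cells.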

**Fig. 2:**
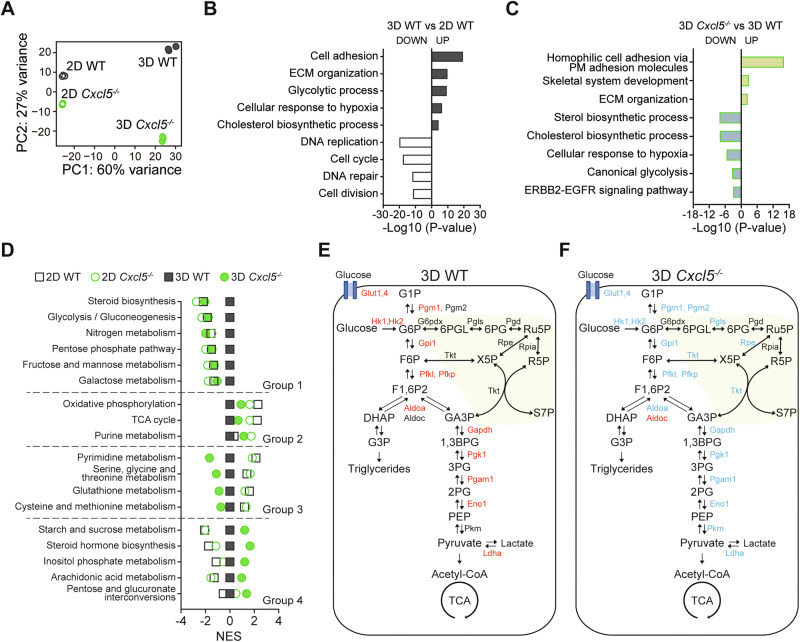
*Cxcl5* deficiency impairs metabolic reprogramming in 3D-cultured tumor spheroids. **A** PCA analysis of 2D- or 3D-cultured WT and *Cxcl5*^−/−^ Panc02 cells. **B**, **C** GO analysis of DEGs in the comparison between 3D- and 2D-cultured WT Panc02 cells (**B)** or between 3D-cultured *Cxcl5*^−/−^ and WT Panc02 cells (**C)**. **D** GSEA analysis of metabolic pathway genes. **E**, **F** Schematic of the glycolysis-related pathways showing DEGs in the comparison of 3D-cultured to 2D-cultured WT cells (**E)** or 3D-cultured *Cxcl5*^−/−^ to 3D-cultured WT cells (**F)**. Up- and down-regulated genes appear in red and blue, respectively. The pentose phosphate pathway appears in yellow. G1P Glucose 1-phosphate, G6P Glucose 6-phosphate, F6P Fructose 6-phosphate, F1,6P2 Fructose 1, 6-bisphosphate, GA3P Glyceraldehyde 3-phosphate, 1,3BPG 1,3-bisphosphoglycerate, 3PG 3-phosphoglycerate, 2PG 2-phosphoglycerate, PEP Phosphoenolpyruvate, DHAP Dihydroxyacetone phosphate, G3P Glycerol 3-phosphate, 6PGL 6-phospho-gluconolactone, 6PG 6-phospho-gluconate, Ru5P Ribulose 5-phosphate, R5P Ribose 5-phosphate, X5P Xylulose 5-phosphate, S7P Sedoheptulose 7-phosphate.

Next, we conducted a Gene Set Enrichment Analysis (GSEA) analysis of metabolic pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. We found 2D- or 3D-cultured WT and *Cxcl5*^−/−^ cells showed significant differences in the expression of genes associated with 18 metabolic pathways. We clustered these metabolic pathways into 4 groups based on their expression patterns when compared to 3D-cultured WT cells (Fig. 2D). Group 1 represents the genes of various metabolic pathways upregulated in 3D spheroid culture versus 2D culture but not in 3D-cultured *Cxcl5*^−/−^ cells. These pathways include not only glycolysis and the pentose phosphate pathway but also steroid biosynthesis, nitrogen metabolism, and monosaccharide (fructose, mannose, and galactose) metabolism. Indeed, expression of glycolytic enzymes were significantly upregulated in 3D-cultured cells but not in *Cxcl5*-deficient cells (Fig. 2E, F). 

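Lists of enzymes, or of the genes in the paper's figures, stood in for the KEGG pathways. In 3D WT against 2D WT, 16 of the 23 glycolysis genes of Fig. 2E were past the limit upward and 3 downward, with a median log2 fold change of 1.48 and an NES of 2.36 (adjusted p = 5.54e-09 by fgsea). Of the 19 sterol biosynthesis enzymes, 17 were past the limit upward and 0 downward, with 1 below 2D WT (median 1.13, NES 2.34, adjusted p = 9.65e-10 by fgsea). Of 19 enzymes of galactose metabolism, 13 were past the limit upward and 3 downward (median 0.55, NES 1.69, adjusted p = 0.00835 by fgsea). Of 10 enzymes of nitrogen metabolism, 5 were past the limit upward and 1 downward (median 0.96), and the list was not past the threshold (NES 1.48, adjusted p = 0.0932 by fgsea). The replicate block gave an NES of 2.39, 2.32, 1.71 and 1.51 for the 4 lists in this order. Galactose metabolism had, in the libraries labelled 3D *Cxcl5*-/- against 3D WT, an NES of −1.69 (adjusted p = 0.015 by fgsea) and nitrogen metabolism one of −0.93 (adjusted p = 0.647 by fgsea), and −1.67 and −0.93 with the replicate block. Under library totals, galactose metabolism was no longer past the threshold (NES −1.42, adjusted p = 0.0876 by fgsea). Compared with their own 2D culture, the libraries labelled 3D *Cxcl5*-/- still had a higher glycolysis list (median 0.36, NES 2.12, adjusted p = 9.29e-05 by fgsea), with a smaller median than in WT. Of its genes 14 were higher and 8 lower, with 13 past the limit upward and 7 downward. Their sterol list had 11 genes higher and 8 lower, 7 past the limit upward and 2 downward (median 0.04, NES 1.66, adjusted p = 0.0134 by fgsea). The median of all genes in that comparison was 0.11, and 0.26 under library totals. Nitrogen metabolism had an NES of 1.71 there (adjusted p = 0.0111 by fgsea). Galactose metabolism had one of 1.58 (adjusted p = 0.0244 by fgsea), with 8 of 19 genes past the limit upward and 5 downward, a median of −0.06 that was 0.08 under library totals, and an NES of 1.53 with the replicate block (adjusted p = 0.0541 by fgsea). The other 3 lists had, with the replicate block, an NES of 2.18, 1.62 and 1.69.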

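Of the 14 enzymes and transporters that Fig. 2E draws as raised, 13 were higher in 3D WT than in 2D WT past the limit. *Slc2a4* was not past it, at 0.132 ± 0.12 CPM (SD, n = 3) in 2D WT and 0.754 ± 0.496 in 3D WT (adjusted p = 0.0781 by edgeR). *Hk2* (ENSMUSG00000000628, chromosome 6, 82725025 to 82774454, minus strand) rose from 24.8 ± 1.35 to 105.5 ± 10.9 CPM, a log2 fold change of 2.09 (SE 0.09, adjusted p = 1.3e-09 by edgeR). Of the 19 that Fig. 2F draws as lowered, 18 were lower in the libraries labelled 3D *Cxcl5*-/- than in 3D WT. *Pfkl* was not past the limit (log2 fold change −0.16, SE 0.10, adjusted p = 0.233 by edgeR). *Slc2a4* was at the floor in the libraries labelled 3D *Cxcl5*-/- and at least 14.5-fold lower than in 3D WT. *Hk2* was at 69.3 ± 4.01 CPM in these libraries (log2 fold change −0.61, SE 0.09, adjusted p = 8.76e-05 by edgeR), and it remained above their 2D culture by 1.67 on the log2 scale (SE 0.09, adjusted p = 5.73e-09 by edgeR). *Aldoa*, *Pgk1* and *Ldha* were also above their 2D culture, by 0.94 (SE 0.12, adjusted p = 1.1e-05 by edgeR), 0.75 (SE 0.09, adjusted p = 6.82e-06 by edgeR) and 0.36 (SE 0.10, adjusted p = 0.0056 by edgeR). The smaller rise from 2D to 3D under the *Cxcl5*-/- label was itself past the limit as an interaction for *Hk2* (−0.42, SE 0.13, adjusted p = 0.0243 by edgeR), *Aldoa* (−0.91, SE 0.16, adjusted p = 0.00114 by edgeR), *Pgk1* (−0.92, SE 0.12, adjusted p = 0.000127 by edgeR) and *Ldha* (−0.88, SE 0.14, adjusted p = 0.000405 by edgeR).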

Group 2 included genes decreased in 3D culture compared to 2D culture but increased slightly in 3D-cultured *Cxcl5*^−/−^ cells. Expression levels of genes associated with oxidative phosphorylation and the tricarboxylic acid (TCA) cycle were reduced in 3D culture compared to 2D culture. This is consistent with cancers exhibiting low levels of oxidative phosphorylation and high levels of glycolysis [5, 7], suggesting that our spheroid-in-Matrigel culture faithfully recapitulated the metabolic reprogramming of the TME. 

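Of 83 subunits of the respiratory chain, 73 were lower in 3D WT than in 2D WT and 38 past the limit, against 4 past it upward. Their median log2 fold change was −0.30, with an NES of −1.99 (adjusted p = 7.88e-06 by fgsea). Of 21 enzymes of the TCA cycle, 17 were lower and 16 past the limit, with a median of −0.36 and an NES of −1.82 (adjusted p = 0.00395 by fgsea). The replicate block gave an NES of −1.96 and −1.85. With each sample left out in turn, the NES ranged from −2.14 to −1.75 for the respiratory chain and from −1.89 to −1.68 for the TCA cycle. Of the 83 subunits, 79 were lower in the libraries labelled 3D *Cxcl5*-/- than in 3D WT and 41 past the limit, with 0 past it upward (median −0.31, NES −2.11, adjusted p = 3.36e-07 by fgsea, and −2.13 with the replicate block). Of the TCA cycle enzymes, 18 of 21 were lower, 15 past the limit and 1 past it upward (median −0.40, NES −1.80, adjusted p = 0.00589 by fgsea, and −1.79 with the replicate block). Under library totals the respiratory chain had 48 of 83 subunits higher and a median of 0.065, with 35 lower and an NES of −1.19 (adjusted p = 0.203 by fgsea), and the TCA cycle had a median of −0.02 and an NES of −0.82 (adjusted p = 0.795 by fgsea). The median of all genes rose under that scaling, so that both lists lay below it.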

Group 3 contained genes decreased in 3D culture compared to 2D culture and further decreased in 3D-cultured *Cxcl5*^−/−^ cells. Group 3 genes include metabolic genes associated with one-carbon metabolism (serine/glycine metabolism, cysteine and methionine metabolism, and glutathione metabolism). 

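The list for this group was the 18 tested genes of the one-carbon and glutathione scheme in Fig. 4C. In 3D WT against 2D WT, 13 were lower and 5 higher, with 10 past the limit downward and 3 upward, a median log2 fold change of −0.37 and an NES of −1.53 (adjusted p = 0.0491 by fgsea). The replicate block gave an NES of −1.55 (adjusted p = 0.0394 by fgsea). The list was not past the threshold under 6 of the other settings, and ranking by log2 fold change moved it most (NES −0.96, adjusted p = 0.581 by fgsea). In the libraries labelled 3D *Cxcl5*-/-, 16 of the 18 were lower than in 3D WT and 15 past the limit, with a median of −0.76 and an NES of −2.21 (adjusted p = 1.95e-06 by fgsea), and −2.16 with the replicate block. Against their own 2D culture, 17 of the 18 were lower in the libraries labelled 3D *Cxcl5*-/-, with a median of −1.18 and an NES of −2.23 (adjusted p = 2.72e-06 by fgsea), and −2.20 with the replicate block. *Phgdh* (ENSMUSG00000053398, chromosome 3, 98313170 to 98339990, minus strand) was at 679.7 ± 50.8 CPM (SD, n = 3) in 2D WT, 762.8 ± 41.5 in 2D *Cxcl5*-/-, 448.5 ± 71.5 in 3D WT and 222.1 ± 38.3 in the libraries labelled 3D *Cxcl5*-/-. Its fall from 2D to 3D was larger under the *Cxcl5*-/- label by 1.18 on the log2 scale, an interaction of −1.18 (SE 0.19, adjusted p = 0.000474 by edgeR). *Cth* went the other way in WT and rose from 3.19 ± 0.305 CPM in 2D to 11.3 ± 0.745 in 3D (log2 fold change 1.82, SE 0.16, adjusted p = 7.82e-07 by edgeR).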

Importantly, we found 3D-cultured *Cxcl5*^−/−^ cells showed reduced expression of both group 1 and group 3 genes compared to WT cells (Fig. 2D). Group 4 included genes increased in 3D-cultured WT and further increased in 3D-cultured *Cxcl5*^−/−^ cells. Collectively, the results indicate that loss of *Cxcl5* impedes the global reprogramming of metabolic pathways critical for cancer growth in a 3D environment.

### Cancer cells lacking *Cxcl5* are more sensitive to hypoxic cell death

Under hypoxic conditions, cells undergo a metabolic shift from oxidative phosphorylation to glycolysis to sustain energy production and biomass synthesis [7]. Our gene expression profiling showed that many genes related to hypoxia were upregulated in 3D-cultured compared to 2D-cultured WT cells. However, 3D-cultured *Cxcl5*^−/−^ cells impaired induction of majority of these genes including alpha subunit of hypoxia inducible factor 1 (*Hif1α*) (Fig. 3A–C). 

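In 3D WT against 2D WT, 67 of the 67 genes of Fig. 3A were higher and 64 were past the limit, with a median log2 fold change of 1.46. The NES was 3.03, with an adjusted p of 1.5e-19 by fgsea, the smallest value the settings could give. Fig. 3A draws these genes from the same samples, so the score is no independent test of their rise in 3D WT or of its loss under the *Cxcl5*-/- label. With the replicate block it was 3.00, and it ranged from 2.89 to 3.08 with each sample left out in turn. Library totals in place of TMM left 64 of the 67 genes higher, with a median of 1.24. *Ero1α* (ENSMUSG00000021831) was the gene of the list that rose most, by 4.79 on the log2 scale. From 2D to 3D, the libraries labelled 3D *Cxcl5*-/- had 44 of the 67 genes higher and 23 lower, with a median of 0.41 and an NES of 2.55 (adjusted p = 1.11e-10 by fgsea), and 2.52 with the replicate block.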

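*Hif1α* (listed as Hif1a, ENSMUSG00000021109, chromosome 12 of GRCm38, 73901375 to 73947530, plus strand) was at 215.6 ± 4.93 CPM (SD, n = 3) in 2D WT, 224.3 ± 8.41 in 2D *Cxcl5*-/-, 368.9 ± 36 in 3D WT and 159.6 ± 18 in the libraries labelled 3D *Cxcl5*-/-. In WT it rose from 2D to 3D by a log2 fold change of 0.77 (SE 0.10, adjusted p = 1.81e-05 by edgeR), a rise of 0.72 to 0.86 with each sample left out in turn. It was below 3D WT in the libraries labelled 3D *Cxcl5*-/- by a log2 fold change of −1.21 (SE 0.10, adjusted p = 4.13e-07 by edgeR), and −1.21 with the replicate block (adjusted p = 7.98e-07 by edgeR). In 2D the difference between genotypes was not past the limit (log2 fold change 0.06, adjusted p = 0.857 by edgeR). Under the *Cxcl5*-/- label *Hif1α* was lower in 3D than in 2D (log2 fold change −0.49, SE 0.10, adjusted p = 0.000643 by edgeR), and the interaction was −1.27 (SE 0.14, adjusted p = 2.43e-05 by edgeR). The count of *Cxcl5* itself was higher in the libraries labelled 3D *Cxcl5*-/- than in 3D WT. 

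**Figure D1:**
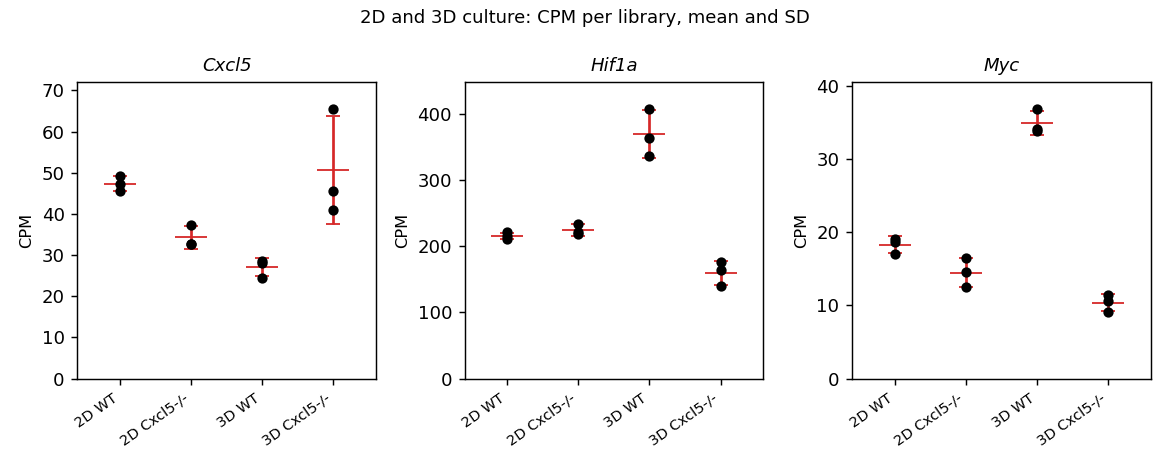
Expression of *Cxcl5*, *Hif1α* and *Myc* in CPM (vertical axes, from 0) in each library of 2D WT, 2D *Cxcl5*-/-, 3D WT and the libraries labelled 3D *Cxcl5*-/-; black points are single libraries, red marks the mean ± SD of 3. *Hif1α* and *Myc* are highest in 3D WT and lowest under the 3D *Cxcl5*-/- label, whereas *Cxcl5* is lowest in 3D WT.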

HIF1 is a master transcription factor regulating hypoxic response including the expression of glycolytic enzymes [10, 23, 24]. By using the hypoxia marker EF5, we detected hypoxia inside both WT and *Cxcl5*^−/−^ spheroids (Fig. 3D). Notably, terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL)-staining revealed more cell death in the cores of 3D-cultured *Cxcl5*^−/−^ spheroids than WT spheroids (Fig. 3E). These results suggest that although both WT and *Cxcl5*^−/−^ spheroids are subject to hypoxia-induced cell death, *Cxcl5*^−/−^ spheroids are more susceptible to it than WT spheroids. To verify this, we examined cell death in WT and *Cxcl5*^−/−^ cells grown in normoxic or hypoxic 2D culture. We observed that while both WT and *Cxcl5*^−/−^ cells showed similar levels of cell death in normoxia, only *Cxcl5*^−/−^ cells showed increased cell death in hypoxia (Fig. 3F). Moreover, *Hif1α*^*OE*^*Cxcl5*^−/−^ cells that overexpress *Hif1α* stably showed similar resistance to hypoxic cell death as WT cells (Fig. 3G). These results demonstrated that *Cxcl5*^−/−^ cells in the spheroid are more susceptible to hypoxic cell death, suggesting that hypoxia resistance may be the critical factor that distinguishes the growth of 3D-cultured WT and *Cxcl5*^−/^^−^ cells.

**Fig. 3:**
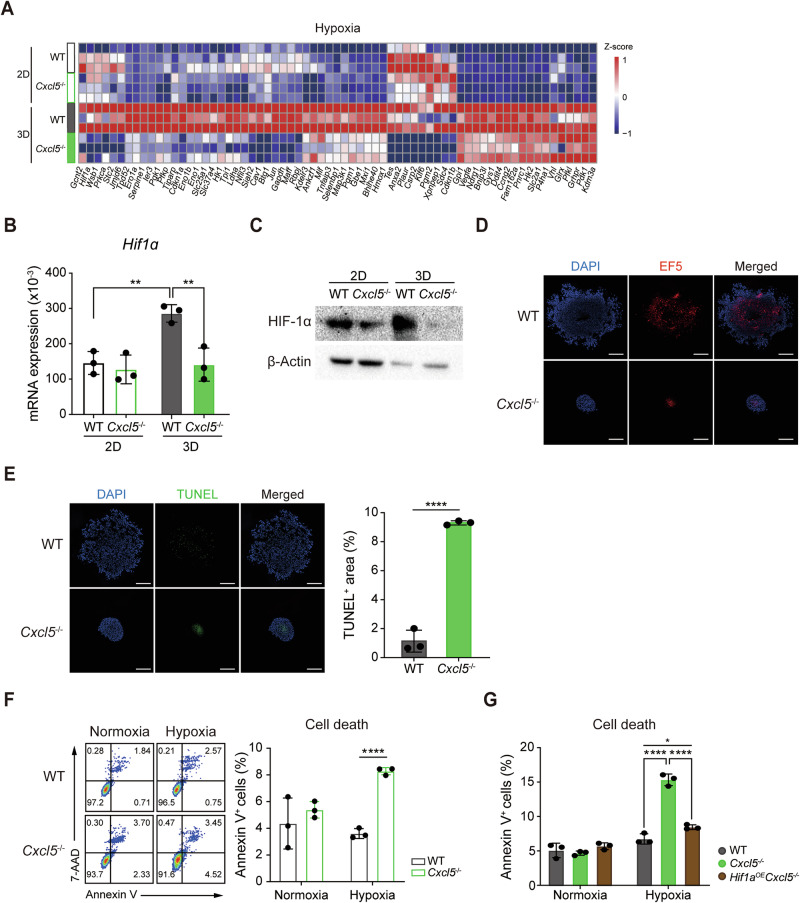
*Cxcl5*^−/−^ cells are susceptible to hypoxia-induced cell death due to defective upregulation of *Hif1α.* **A** Heatmap analysis of hypoxia-related genes. **B**, **C** *Hif1α* expression in 2D- or 3D-cultured WT and *Cxcl5*^−/−^ Panc02 cells assessed by qRT-PCR (**B)** and western blotting (**C)** (mean ± SEM, *n* = 3; 9–12 spheroids per replicate). **D** Immunofluorescence micrographs (left) showing hypoxic regions of WT and *Cxcl5*^−/−^ Panc02 spheroids detected with Cyanine 5-conjugated anti-EF5 antibody (red). Nuclei (blue) were visualized with DAPI. **E** Immunofluorescence micrographs (left) showing cell death as detected by TUNEL staining (green). Bar graph (right) showing the percentage of TUNEL-positive cells (mean ± SEM, *n* = 3). **F** Flow cytometry plot (left) showing annexin V^+^ cells (WT and *Cxcl5*^−/^^−^) cultured in 2D normoxic or hypoxic conditions. Bar graph (right) showing the percentages of annexin V^+^ cells (mean ± SEM, *n* = 3). **G** Bar graph showing the percentage of WT, *Cxcl5*^−/−^, and *Hif1α*^OE^*Cxcl5*^−/−^ cells cultured in 2D normoxic or hypoxic conditions (mean ± SEM, *n* = 3). **B**–**G** Data are representative of three independent experiments. Significance was assessed via two-way (**B)** or one-way ANOVA (**F**, **G)** with Tukey’s post-hoc tests or via unpaired two-tailed Student’s *t*-tests (**E)**. **D,** **E** Magnification, 20X. Scale bar = 200 μm.

### 3D-cultured *Cxcl5*^−/−^ cells exhibit increased mitochondrial ROS and ferroptosis

Next, we took a metabolomics approach to investigate the metabolic change that accompany the alteration in gene expression we observed, looking first at the differences between 2D- and 3D-cultured WT cells. As expected from our transcriptome analysis, we found 3D-cultured WT cells exhibited significant increases in glycolytic intermediates level, such as glyceraldehyde 3-phosphate (GA3P), dihydroxyacetone (DHAP), and glycerol 3-phosphate (G3P). There were also increases in glycerate 3-phosphate (3PG) and phosphoenolpyruvate (PEP), although the increases were less pronounced (Table S3). In contrast, 3D-cultured *Cxcl5*^−/−^ cells showed significantly decreased G3P and decreasing trends for GA3P, 3PG, PEP, and DHAP (Table S3). Importantly, when comparing 3D-cultured *Cxcl5*^−/−^ cells with WT cells, we observed reduced glutathione, L-cystathionine, and NADPH but increased cystine, glutamine, and serine (Fig. 4A). Furthermore, in a joint pathway analysis using MetaboAnalyst 6.0, we found that the genes and metabolites reduced in 3D-cultured *Cxcl5*^−/−^ cells are associated with MAPK signaling, HIF1 signaling, glycolysis, glutathione metabolism, and one carbon pool by folate (Fig. 4B). Indeed, 3D-cultured *Cxcl5*^−/−^ cells showed reduced expression of genes associated with glutathione synthesis (Fig. 4C). 

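Fig. 4C draws 14 genes as lowered, of which 13 had enough counts to test. All 13 were lower in the libraries labelled 3D *Cxcl5*-/- than in 3D WT past the limit. For the cystine transporter gene *Slc7a11* (ENSMUSG00000027737, chromosome 3, 49892526 to 50443614, minus strand), the level fell from 67.4 ± 7.23 to 24.5 ± 2.19 CPM (SD, n = 3), a log2 fold change of −1.46 (SE 0.10, adjusted p = 1.39e-07 by edgeR). *Cth*, whose product makes cysteine from cystathionine, fell from 11.3 ± 0.745 to 1.98 ± 0.397 CPM (log2 fold change −2.51, SE 0.17, adjusted p = 7.51e-08 by edgeR). *Gss*, which Fig. 4C draws as unchanged, was not past the limit (log2 fold change −0.15, SE 0.12, adjusted p = 0.333 by edgeR), and its sign changed to 0.24 under library totals. *Cbs*, also drawn as unchanged, had a log2 fold change of 0.83 (SE 0.46, adjusted p = 0.157 by edgeR), and under library totals it was past the limit (1.25, adjusted p = 0.0374 by edgeR).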

For example, glutaminase (*Gls*) and its product glutamate were both reduced. 3D-cultured *Cxcl5*^−/−^ cells also showed reduced levels of the glutamate-cysteine ligase catalytic subunit (*Gclc*) and glutathione. These results indicate that, under 3D culture conditions, CXCL5 upregulates genes that control de novo serine/glycine synthesis, one-carbon metabolism, and glutathione synthesis.

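*Gclc* (ENSMUSG00000032350, chromosome 9, 77754535 to 77794485, plus strand) was at 53.4 ± 1.9 CPM (SD, n = 3) in 3D WT and 36.3 ± 1.66 in the libraries labelled 3D *Cxcl5*-/-, a log2 fold change of −0.56 (SE 0.07, adjusted p = 2.12e-05 by edgeR). The value was between −0.61 and −0.53 with each sample left out in turn. Scaled by library totals it was −0.17 and no longer past the limit (adjusted p = 0.0876 by edgeR). *Gclc* was also lower in 3D WT than in 2D WT (log2 fold change −0.52, SE 0.07, adjusted p = 2.99e-05 by edgeR).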

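The genes of serine synthesis had, in the libraries labelled 3D *Cxcl5*-/- against 3D WT, log2 fold changes of −1.01 for *Phgdh* (SE 0.13, adjusted p = 3.59e-05 by edgeR), −1.15 for *Psat1* (SE 0.08, adjusted p = 9.35e-08 by edgeR) and −0.98 for *Psph*. *Psat1* (ENSMUSG00000024640, chromosome 19, 15904678 to 15947337, minus strand) was at 672 ± 40.3 CPM (SD, n = 3) in 3D WT and 302.4 ± 18.1 in the libraries labelled 3D *Cxcl5*-/-. Of the genes that pass one-carbon units on, *Shmt1* had a log2 fold change of −0.80, *Mthfd2* of −1.18, *Shmt2* of −0.43 (SE 0.11, adjusted p = 0.00675 by edgeR) and *Mthfd1* of −0.39 (SE 0.09, adjusted p = 0.00418 by edgeR). The last 2 depended on the scaling, and with library totals *Shmt2* was at −0.04 (adjusted p = 0.775 by edgeR) and *Mthfd1* at 0.001 (adjusted p = 0.994 by edgeR). Each of these 7 genes stayed past the limit with the replicate block.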

**Fig. 4:**
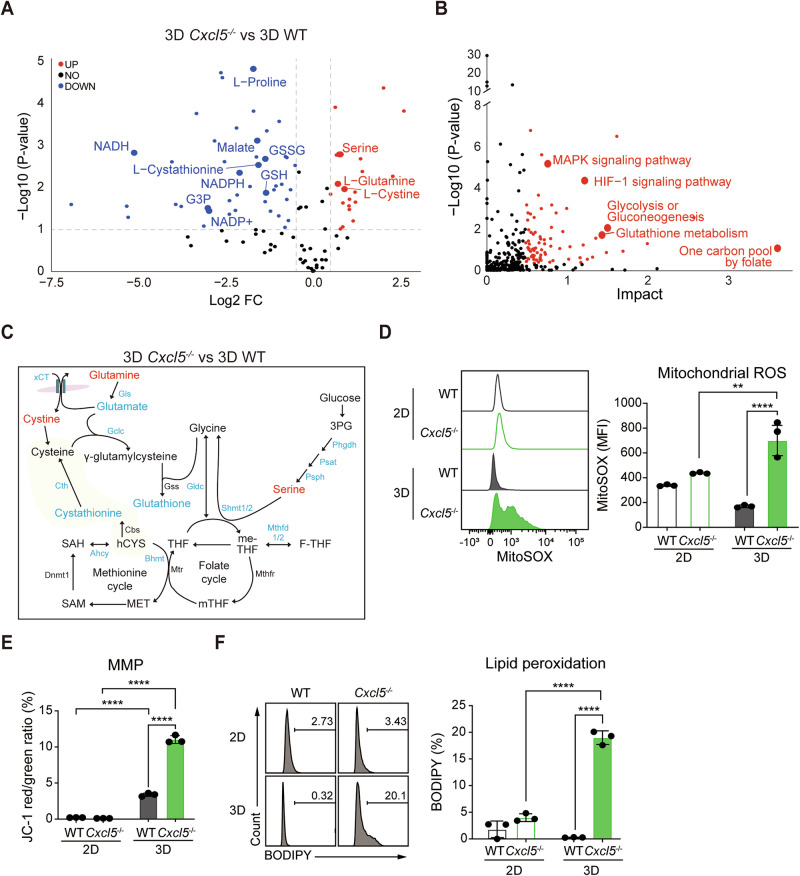
*Cxcl5* deficiency impairs one-carbon metabolism, increasing oxidative stress responses. **A** Volcano plot showing metabolites observed at significantly different levels in the comparison of 3D-cultured *Cxcl5*^−/−^ cells to 3D-cultured WT cells. **B** Joint pathway analysis combining DEGs and differential metabolites using MetaboAnalyst 6.0. The metabolic pathways with *p* < 0.1 and an impact score > 0.5 appear in red. **C** Schematic of one-carbon metabolic pathways showing up- (red) or down-regulated (blue) genes and metabolites in the comparison between 3D-cultured *Cxcl5*^−/−^ cells and 3D-cultured WT cells. The trans-sulfuration process appears in yellow. THF Tetrahydrofolate, me-THF 5,10-methyleneTHF, mTHF 5-methylTHF, F-THF 10-formylTHF, MET Methionine, SAM S-adenosylmethionine, SAH S-adenosylhomocysteine, hCYS homocysteine. **D** Flow cytometry plot showing mitochondrial ROS stained with MitoSOX^TM^ Red (left) and the MFI of MitoSOX^TM^ Red (right, mean ± SEM, *n* = 3). **E** MMP polarization was analyzed by flow cytometry and measured as the ratio of red (aggregates) and green (monomers) JC-1 dye fluorescence (mean ± SEM, *n* = 3). **F** Flow cytometry plots (left) showing lipid peroxidation detected as oxidized BODIPY-C11 signals. The percentages of oxidized BODIPY-C11^+^ cells are also shown (right, mean ± SEM, *n* = 3). For 3D-cultured samples of **D–F**, 12–18 spheroids were pooled per replicate. Data are representative of three independent experiments. Significance was assessed via two-way ANOVA with Tukey’s post-hoc tests.

Considering glutathione’s role in redox homeostasis, we hypothesized that the reduced glutathione of 3D-cultured *Cxcl5*^−/−^ cells would be insufficient to properly regulate reactive oxygen species (ROS), leading to increased cell death. When we examined mitochondrial ROS levels using MitoSOX, we found higher levels of mitochondrial ROS in 3D *Cxcl5*^−/−^ cells than WT cells (Fig. 4D). Since mitochondrial membrane potential (MMP) influences mitochondrial ROS production [25], we analyzed MMP using the dye JC-1. 3D-cultured *Cxcl5*^−/−^ cells showed increased JC-1 aggregation indicating MMP hyperpolarization (Fig. 4E). Increased ROS levels and MMP hyperpolarization are associated with ferroptosis, a type of cell death caused by the accumulation of peroxidated lipids [26]. Indeed, we found 3D-cultured *Cxcl5*^−/−^ cells exhibit increased lipid peroxidation (Fig. 4F). Importantly, we found no difference in the activation of caspase-3 and caspase-1, the effector molecules for apoptosis and pyroptosis, respectively, between 3D WT and *Cxcl5*^−/−^ cells (Supplementary Fig. 3A, B). Interestingly, we found that 3D tumor cells exhibited the oligomerization of dihydrolipoamide S-acetyltransferase (DLAT), a characteristic of cuproptosis [27] whereas 2D tumor cells did not. Nevertheless, 3D WT and *Cxcl5*^−/−^ cells did not differ in their levels of DLAT oligomer (Supplementary Fig. 3C). Altogether, our findings indicate that although 3D condition triggers various cell death pathways including apoptosis and cuproptosis, they are not regulated by CXCL5. Rather, our results demonstrate that the primary cause of cell death in 3D *Cxcl5*^−/−^ cells is the ferroptosis-dependent cell death pathway. Furthermore, these results suggest the link between the attenuated one-carbon metabolism of 3D-cultured *Cxcl5*^−/−^ cells and their increased susceptibility to ferroptotic cell death.

### *Hif1α* or *Myc* overexpression restricted ferroptosis and restored growth of 3D-cultured *Cxcl5*^−/−^ cells

Serine/glycine biosynthesis and one-carbon metabolism are regulated by multiple transcription factors, including HIF-1A, MYC, NFE2L2 (aka NRF2), and ATF4 [28]. 

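In the counts of the 2D and 3D experiment, *Myc* (chromosome 15 of GRCm38, 61985391 to 61990374, plus strand) was at 18.3 ± 1.14 CPM (SD, n = 3) in 2D WT, 14.5 ± 2.0 in 2D *Cxcl5*-/-, 35.0 ± 1.67 in 3D WT and 10.4 ± 1.15 in the libraries labelled 3D *Cxcl5*-/-. It rose from 2D to 3D in WT by a log2 fold change of 0.93 (SE 0.12, adjusted p = 1.76e-05 by edgeR). It was below 3D WT in the libraries labelled 3D *Cxcl5*-/- by −1.75 (SE 0.12, adjusted p = 8.94e-08 by edgeR), and by −1.80 to −1.69 with each sample left out in turn. The interaction was −1.41 (SE 0.17, adjusted p = 4.45e-05 by edgeR).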

We observed 3D-cultured WT cells express higher levels of *Myc* than 2D-cultured WT cells, but loss of *Cxcl5* blocks this upregulation of *Myc* at the transcript (Fig. 5A) and protein (Supplementary Fig. 4A) levels. We therefore tested whether overexpression of *Hif1α* or *Myc* (*Hif1α*^*OE*^*Cxcl5*^−/−^ and *Myc*^*OE*^*Cxcl5*^−/−^ cells) can reverse the oxidative damage in 3D-cultured *Cxcl5*^−/−^ cells. Interestingly, we found that both *Hif1α*^*OE*^*Cxcl5*^−/−^ and *Myc*^*OE*^*Cxcl5*^−/−^ cells showed a rescue of the redox imbalance, hyper-MMP, and increased lipid peroxidation we observed in 3D-cultured *Cxcl5*^−/−^ cells (Fig. 5B–D). These results suggest HIF-1α and MYC play a critical role in maintaining redox homeostasis and mitochondrial function in 3D culture.

**Fig. 5:**
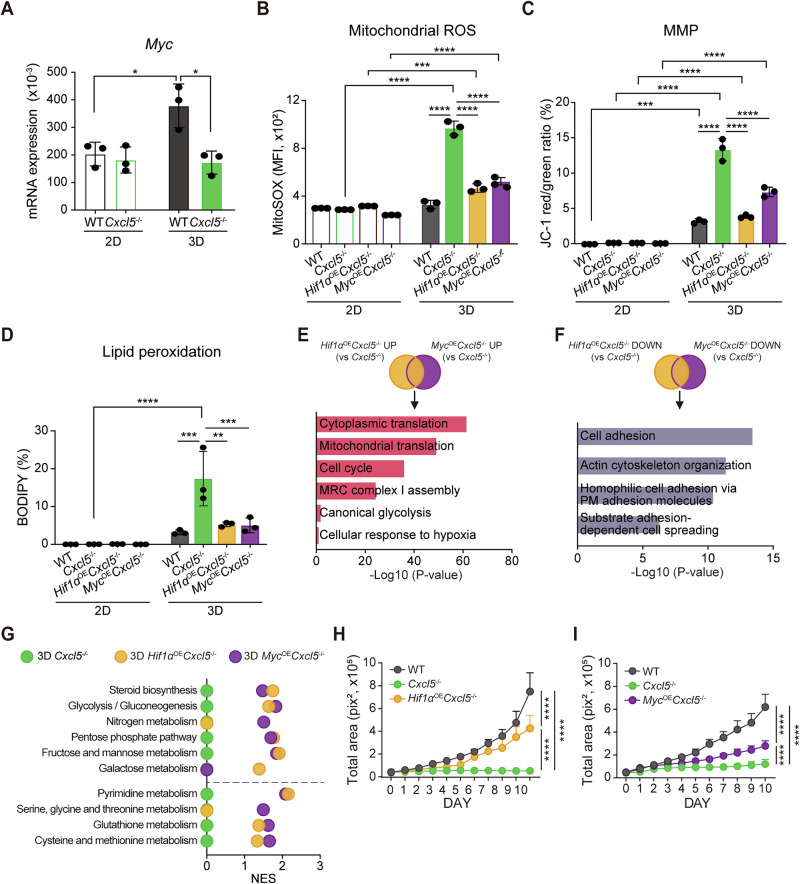
Overexpression of *Hif1α* and *Myc* successfully control the oxidative stress and reverse impaired cancer metabolism and tumor spheroid growth. **A** *Myc* mRNA levels in 2D- or 3D-cultured WT and *Cxcl5*^−/−^ cells assessed by qRT-PCR (mean ± SEM, *n* = 3). **B** Mitochondrial ROS levels detected with MitoSOX^TM^ Red. **C** MMP polarization was measured as the ratio of red/green JC-1 dye fluorescence. **D** Lipid peroxidation percentages were measured via oxidized BODIPY-C11-positive cells in 2D- or 3D-cultured WT, *Cxcl5*^−/−^, *Hif1α*^*OE*^*Cxcl5*^−/−^, and *Myc*^*OE*^*Cxcl5*^−/−^ cells (mean ± SEM, *n* = 3). **E**, **F** GO analysis of commonly upregulated (**E)** or downregulated (**F)** DEGs in *Hif1α*^OE^*Cxcl5*^−/−^ cells and *Myc*^OE^*Cxcl5*^−/−^ cells compared to *Cxcl5*^−/−^ cells. **G** GSEA of metabolic pathways showing differences between 3D-cultured *Cxcl5*^−/−^ (green), *Hifα*^*OE*^*Cxcl5*^−/−^ (yellow) and *Myc*^*OE*^*Cxcl5*^−/−^ cells (purple). **H, I** Total areas of WT, *Cxcl5*^−/−^, and *Hifα*^*OE*^*Cxcl5*^−/−^ (**H)** or *Myc*^*OE*^*Cxcl5*^−/−^ cell spheroids (**I)** (*n* = 9 spheroids/group). For 3D-culture samples of **A,** 9–15 spheroids were pooled per replicate while 12–18 spheroids were pooled per replicate for **B–D**. Data are representative of three independent experiments (mean ± SEM). Significance was assessed via two-way ANOVA with Tukey’s post-hoc tests.

Since overexpression of *Hif1α* or *Myc* conferred oxidative stress resistance on *Cxcl5*^−/−^ cells, we examined the differences between their effects on metabolism and 3D growth. 

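For this RNA sequencing of 3D-cultured Panc02 cells there were 2 samples each of WT and *Cxcl5*-/- and 3 each of *Hif1α* OE*Cxcl5*-/- and *Myc* OE*Cxcl5*-/-. The overexpressed *Hif1α* is a stabilized mouse mutant. The authors deposited unnormalized StringTie counts of 56941 genes. The total counts were 41542533 and 41865292 in the WT samples, 42281281 and 43890492 in *Cxcl5*-/-, 51419869 to 64872036 in *Hif1α* OE*Cxcl5*-/- (median 53513869) and 51639654 to 60438310 in *Myc* OE*Cxcl5*-/- (median 55184168). The 28730 genes with enough counts were tested over all 10 samples, at an adjusted p under 0.05. *Cxcl5* was at 66.0 ± 2.47 CPM (SD, n = 2) in WT and 38.4 ± 2.51 (SD, n = 2) in *Cxcl5*-/- (log2 fold change −0.78, SE 0.14, adjusted p = 0.00107 by edgeR), here in the direction of the label. *Myc* was at 47.7 ± 2.28 CPM in WT, 21.1 ± 1.59 in *Cxcl5*-/-, 25.1 ± 1.92 in *Hif1α* OE*Cxcl5*-/- and 490.2 ± 81.6 in *Myc* OE*Cxcl5*-/-. Compared with *Cxcl5*-/-, 5904 genes were higher and 4308 lower in *Hif1α* OE*Cxcl5*-/-, and 6205 and 5167 in *Myc* OE*Cxcl5*-/-. With the replicate block these counts were 5849 and 4375, and 6050 and 5160, and samples of the same number had a mean correlation of deviations of 0.02. The median of all genes was 0.16 in *Hif1α* OE*Cxcl5*-/- and 0.11 in *Myc* OE*Cxcl5*-/-. Library totals in place of TMM moved these to 0.00 and −0.11 and gave 4335 genes higher and 5604 lower in *Hif1α* OE*Cxcl5*-/-, and 4271 and 7482 in *Myc* OE*Cxcl5*-/-, the alternative that moved the split most. Between *Cxcl5*-/- and WT, 5053 genes were higher and 6995 lower (median of all genes −0.30), and with DESeq2's size factors 4375 and 7841 (median −0.39). In both overexpressing groups 4576 genes were higher than in *Cxcl5*-/-, and 4650 with the replicate block. The log2 fold changes in *Hif1α* OE*Cxcl5*-/- and in *Myc* OE*Cxcl5*-/- were 1.80 (SE 0.15, adjusted p = 4.77e-06 by edgeR) and 2.00 (SE 0.15, adjusted p = 1.75e-06 by edgeR) for *Cdk1*, 2.03 and 2.14 for *Ccnb1*, and 1.29 and 1.66 for *Cdc6*. They were 1.25 and 1.04 for *Hk2*, 0.75 (SE 0.10, adjusted p = 0.000172 by edgeR) and 1.14 (SE 0.10, adjusted p = 7.02e-06 by edgeR) for *Aldoa*, 0.97 and 1.38 for *Pgk1*, and 1.09 and 1.41 for *Ldha*. For *Ero1α* they were 0.93 and 1.24, and for *Eif4ebp1* 1.45 and 1.44. *Hif1α* was at 138.7 ± 7.4 CPM in *Cxcl5*-/-, 313.8 ± 14.4 in WT, 265.7 ± 27.2 in *Hif1α* OE*Cxcl5*-/- and 258.2 ± 15.5 in *Myc* OE*Cxcl5*-/-, log2 fold changes over *Cxcl5*-/- of 0.94 (SE 0.10, adjusted p = 2.99e-05 by edgeR) and 0.90 (SE 0.10, adjusted p = 3.08e-05 by edgeR). Among these 10 genes in the 2 groups, the highest adjusted p was 0.000172 by edgeR, and each was past the limit with the replicate block and under both other scalings. With 2 samples in *Cxcl5*-/-, leaving one out left a single sample, so those fits give no p. 

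**Figure D2:**
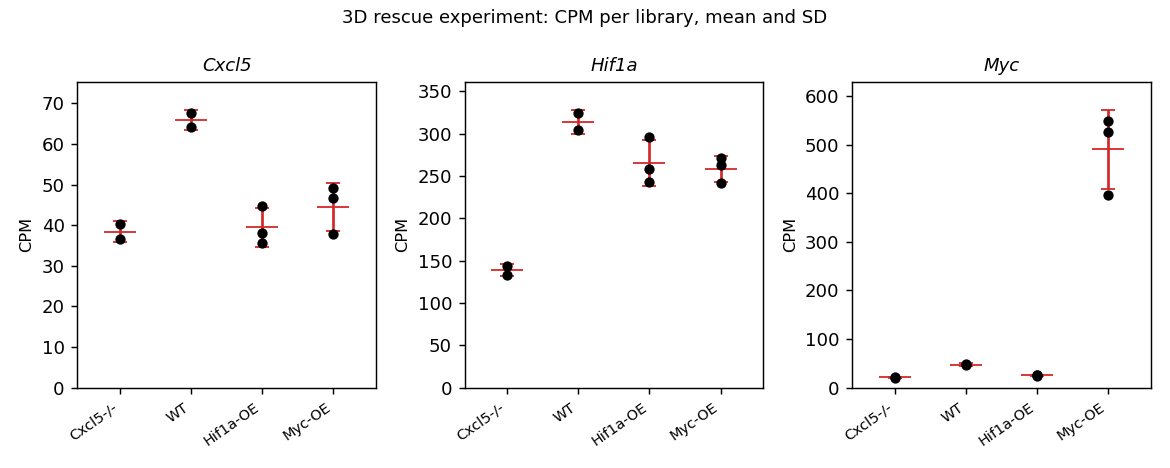
Expression of *Cxcl5*, *Hif1α* and *Myc* in CPM (vertical axes, from 0) in each 3D-cultured library of *Cxcl5*-/-, WT, *Hif1α* OE*Cxcl5*-/- and *Myc* OE*Cxcl5*-/-; black points are single libraries, red marks the mean ± SD of 2 or 3. *Myc* is far above the other groups in *Myc* OE*Cxcl5*-/-, and *Hif1α* in both overexpressing groups lies between *Cxcl5*-/- and WT.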

RNA sequencing and GO analysis of WT, *Cxcl5*^−/−^, *Hif1α*^*OE*^*Cxcl5*^−/−^, and *Myc*^*OE*^*Cxcl5*^−/−^ cells revealed the biological process including cell cycle (*Cdk1, Ccnb1, Cdc6*), glycolysis (*Hk2, Aldoa, Pgk1, Ldha*), and cellular responses to hypoxia (*Ero1α, Hif1α, Eif4ebp1*) were commonly upregulated by overexpression of *Hif1α* and *Myc* (Fig. 5E, Supplementary Fig. 4B). Glycolytic metabolites downregulated in 3D-cultured *Cxcl5*^−/−^ cells, including G3P, 1,3-bisphosphoglycerate (1,3BPG), 3PG, and PEP, were also restored by *Hif1α* or *Myc* overexpression (Supplementary Fig. 4B). In contrast, overexpression of *Hif1α* or *Myc* reduced the genes involved in cell adhesion and actin cytoskeleton organization which were up-regulated in 3D-cultured *Cxcl5*^−/−^ cells (Fig. 5F). 

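In both *Hif1α* OE*Cxcl5*-/- and *Myc* OE*Cxcl5*-/-, 3246 genes were lower than in *Cxcl5*-/- by edgeR's quasi-likelihood test, and 3378 with the replicate block. With each sample of the overexpressing groups left out in turn, between 2935 and 3177 genes were lower in both. Of cell adhesion genes, only the protocadherin family was counted, with 60 genes tested. In *Hif1α* OE*Cxcl5*-/- 50 were lower and 6 higher than in *Cxcl5*-/-, with 37 past the limit downward and 1 upward (median log2 fold change −2.92). In *Myc* OE*Cxcl5*-/- 48 were lower and 8 higher, with 41 past it downward and 1 upward (median −1.98). In *Cxcl5*-/- against WT, 29 were past it upward and 6 downward. No broader adhesion list and no actin cytoskeleton list was tested, so the counts of all genes do not stand for these functions.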

In a GSEA analysis, we found that *Hif1α* or *Myc* overexpression restored most of the metabolic pathways downregulated by *Cxcl5* deletion (Fig. 5G). 

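Against *Cxcl5*-/-, the NES of the gene lists was positive in both groups for glycolysis (2.09, adjusted p = 1.44e-05 by fgsea, in *Hif1α* OE*Cxcl5*-/- and 2.25, adjusted p = 1.86e-07 by fgsea, in *Myc* OE*Cxcl5*-/-), hypoxia (2.55 and 2.35), sterol biosynthesis (2.40 and 2.16), the TCA cycle (1.83 and 2.05), the respiratory chain (2.84 and 2.97) and DNA replication (2.53 and 2.64). The highest adjusted p among these 12 was 0.00285 by fgsea, for the TCA cycle in *Hif1α* OE*Cxcl5*-/-. The replicate block gave 2.01 and 2.15 for glycolysis, 2.44 and 2.25 for hypoxia, 2.22 and 2.04 for sterol biosynthesis, 1.83 and 1.95 for the TCA cycle, 2.77 and 2.88 for the respiratory chain, and 2.37 and 2.43 for DNA replication. The same 6 lists were lower in *Cxcl5*-/- than in WT, with an NES from −3.40 for hypoxia to −1.65 for the TCA cycle (adjusted p = 0.0318 by fgsea). The median log2 fold changes in *Hif1α* OE*Cxcl5*-/- and *Myc* OE*Cxcl5*-/- were 0.97 and 1.11 for glycolysis, 0.84 and 0.77 for hypoxia, 1.80 and 1.11 for sterol biosynthesis, and 1.07 and 1.33 for the respiratory chain. They stayed positive under library totals, at 0.74 and 0.77 for glycolysis, 0.62 and 0.43 for hypoxia, 1.58 and 0.78 for sterol biosynthesis, and 0.83 and 0.98 for the respiratory chain. Rises were not confined to metabolic lists. With TMM, all 84 cytosolic ribosomal protein genes were higher in each group, with medians of 1.48 and 2.12. All 75 mitochondrial ribosomal protein genes were higher as well, with medians of 0.95 and 1.18. Ranking the genes by log2 fold change moved the scores most, to 1.30 in *Hif1α* OE*Cxcl5*-/- and 1.38 in *Myc* OE*Cxcl5*-/- for glycolysis. That ranking also weakened the negative scores of *Cxcl5*-/- against WT for glycolysis, hypoxia, sterol biosynthesis and DNA replication, as the closing section lists.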

Interestingly, only *Myc* but not *Hif1α* overexpression restored the expression of the genes for serine, glycine, and threonine metabolism and the genes for nitrogen metabolism. 

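In the 19 one-carbon genes of Fig. 4C, which include those of serine and glycine metabolism, 15 were higher than in *Cxcl5*-/- in each overexpressing group. In *Hif1α* OE*Cxcl5*-/- 12 were past the limit upward and 1 downward, with a median log2 fold change of 1.01 and an NES of 1.96 (adjusted p = 0.000104 by fgsea). In *Myc* OE*Cxcl5*-/- 11 were past it upward and 3 downward, with a median of 0.56 and an NES of 2.05 (adjusted p = 3.54e-05 by fgsea). The replicate block gave 1.82 (adjusted p = 0.00188 by fgsea) and 1.94 (adjusted p = 8.63e-05 by fgsea). Under library totals the medians were 0.78 and 0.22. Of 12 enzymes of nitrogen metabolism, 2 were past the limit upward in each group, with 1 downward in *Hif1α* OE*Cxcl5*-/- and 2 in *Myc* OE*Cxcl5*-/-. Their NES was −1.06 in *Hif1α* OE*Cxcl5*-/- (adjusted p = 0.393 by fgsea) and 0.90 in *Myc* OE*Cxcl5*-/- (adjusted p = 0.611 by fgsea), and −0.94 and 0.99 with the replicate block. In *Cxcl5*-/- against WT the nitrogen list had an NES of 0.69 (adjusted p = 0.851 by fgsea), with 3 of its 12 genes past the limit downward and 2 upward, and −0.78 with the replicate block (adjusted p = 0.75 by fgsea).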

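In *Cxcl5*-/- against WT, 9 of 21 enzymes of galactose metabolism were lower past the limit and 2 higher (NES −2.05, adjusted p = 0.000794 by fgsea). In *Hif1α* OE*Cxcl5*-/- 13 of the 21 were higher than in *Cxcl5*-/- past the limit and 2 lower, with a median log2 fold change of 0.69 and an NES of 1.76 (adjusted p = 0.00642 by fgsea). In *Myc* OE*Cxcl5*-/- 11 were higher and 3 lower, with a median of 0.36 and an NES of 1.47 (adjusted p = 0.0639 by fgsea). With the replicate block the NES was −1.92, 1.73 (adjusted p = 0.00396 by fgsea) and 1.47 (adjusted p = 0.0663 by fgsea). The *Myc* OE*Cxcl5*-/- list was past the threshold with the DESeq2 Wald test (NES 1.48, adjusted p = 0.0344 by fgsea) and without a filter on low counts (NES 1.53, adjusted p = 0.0252 by fgsea). Set against each other in a comparison chosen after seeing the data, *Myc* OE*Cxcl5*-/- had an NES of −1.05 relative to *Hif1α* OE*Cxcl5*-/- (adjusted p = 0.393 by fgsea), and −1.18 with the replicate block.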

Meanwhile, only *Hif1α* but not *Myc* overexpression rescued the expression of the genes for galactose metabolism. Further supporting our findings from the transcriptomic analysis, our metabolomics analysis shows that *Hif1α* or *Myc* overexpression recovered the metabolites in the metabolic pathways whose gene expressions are demonstrated to be downregulated by *Cxcl5* deficiency in our RNA-seq data (Supplementary Fig. 4C, D). In addition, *Hif1α* or *Myc* overexpression in *Cxcl5*^−/−^ cells (*Hif1α*^*OE*^*Cxcl5*^−/−^ or *Myc*^*OE*^*Cxcl5*^−/−^*)* partially rescued the reduced 3D spheroid growth of *Cxcl5*^−/−^ cells (Fig. 5H, I, Supplementary Fig. 4E, F).

Together, these results demonstrate that *Hif1α* or *Myc* could effectively rescue the many metabolic pathways attenuated by *Cxcl5* deficiency. 

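The genes low in the libraries labelled 3D *Cxcl5*-/- were picked in the 2D and 3D experiment and read in the separate rescue samples. Of 5361 such genes, 3231 (60.3%) were higher in *Hif1α* OE*Cxcl5*-/- than in *Cxcl5*-/-, and 5.48% were lower. In *Myc* OE*Cxcl5*-/- 3075 (57.4%) were higher and 9.94% lower. Among the other genes tested, 11.4% were higher in *Hif1α* OE*Cxcl5*-/- and 13.4% in *Myc* OE*Cxcl5*-/-. With genes of little background, a filter chosen after seeing the data, these were 21.2% and 23.7%, beside shares of 63.6% and 61.9%. With the replicate block the shares were 61.1% and 58.3%. Picking genes with an absolute log2 fold change above 1 moved the *Myc* OE*Cxcl5*-/- share to 47.8%, library totals moved it to 50.9%, and the filter of at least 10 counts in every sample moved the *Hif1α* OE*Cxcl5*-/- share to 65.2%. With the genes picked from *Cxcl5*-/- against WT of the rescue samples, which share *Cxcl5*-/- with the comparison, the shares were 57.2% and 54.7%. From the restored pathways the paper concludes that either *Hif1α* or *Myc* could rescue many of the metabolic pathways weakened without *Cxcl5*.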

Specifically, *Myc* overexpression induced a stronger rescue of serine/glycine biosynthesis and one-carbon metabolism than *Hif1α*. These rescued pathways may confer a growth advantage on tumor spheroids by providing both energy and building blocks and by protecting tumor cells from oxidative cell death.

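*Myc* OE*Cxcl5*-/- and *Hif1α* OE*Cxcl5*-/- were compared directly, a comparison chosen after seeing the data. The one-carbon list of Fig. 4C had 7 of 19 genes past the limit upward in *Myc* OE*Cxcl5*-/- and 2 downward, with a median log2 fold change of 0.26 and an NES of 1.55 (adjusted p = 0.0774 by fgsea), and 1.55 with the replicate block (adjusted p = 0.0609 by fgsea). The median of all genes in this comparison was −0.02, and −0.13 under library totals, which gave 1982 genes higher and 3504 lower in place of 2742 and 2796. *Psat1* was at 141.5 ± 11.6 CPM (SD, n = 2) in *Cxcl5*-/-, 452.1 ± 33.9 (SD, n = 3) in *Hif1α* OE*Cxcl5*-/- and 718.8 ± 19.9 (SD, n = 3) in *Myc* OE*Cxcl5*-/-. It was higher in *Myc* OE*Cxcl5*-/- than in *Hif1α* OE*Cxcl5*-/- by a log2 fold change of 0.67 (SE 0.08, adjusted p = 0.000158 by edgeR). *Psph* (0.53, SE 0.12, adjusted p = 0.011 by edgeR), *Shmt1* (0.63, SE 0.09, adjusted p = 0.000446 by edgeR), *Mthfd1* (0.53, SE 0.09, adjusted p = 0.00141 by edgeR) and *Mthfd2* (0.45, SE 0.08, adjusted p = 0.00149 by edgeR) were higher as well. *Shmt2* was past the limit at 0.26 (SE 0.08, adjusted p = 0.041 by edgeR), and not under library totals, at 0.14 (adjusted p = 0.299 by edgeR). *Phgdh* was not past it (0.32, SE 0.12, adjusted p = 0.101 by edgeR), except with the replicate block (0.32, adjusted p = 0.0333 by edgeR), nor was *Cth* (0.68, SE 0.23, adjusted p = 0.064 by edgeR).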

### PAAD patients expressing higher levels of CXCL5-correlated genes associated with hypoxia and metabolism have poorer prognosis

Next, we investigated the impact of *Cxcl5*-dependent genes on the survival of pancreatic adenocarcinoma (PAAD) patients. From the PAAD dataset available in cBioPortal, we identified 19,848 genes whose expression is correlated with CXCL5 levels. We then narrowed this list to 2490 genes homologous to mouse genes that are up-regulated in 3D-cultured WT but not *Cxcl5*^−/−^ cells and categorized them in metabolic pathway gene set collections using the Molecular Signatures Database (MSigDB). 

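In the mouse samples, 1848 genes were higher in 3D WT than in 2D WT and not higher in the libraries labelled 3D *Cxcl5*-/- than in 2D *Cxcl5*-/-, and 1863 with the replicate block. With each sample left out in turn there were between 1739 and 2566, and under library totals 1017. DESeq2 on only the groups compared, chosen after seeing the data, gave 3053, the largest count. Of the 45 genes that Table S4 lists, all were tested and 32 were higher in 3D WT than in 2D WT. Each of these 32 was lower in the libraries labelled 3D *Cxcl5*-/- than in 3D WT, 14 were not higher in the libraries labelled 3D *Cxcl5*-/- than in 2D *Cxcl5*-/-, and 18 were higher in 3D in both genotypes. The list of 14 includes *Hif1α*, *Cth* and *Msmo1*. The 4 genes *Slco4a1*, *Anln*, *Hmmr* and *Kif20a* were lower in 3D WT.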

A positive correlation between the gene set collections and CXCL5 expression was evaluated based on Spearman’s correlation (Fig. 6A–E, Table S4). We found that PAAD patients with higher expression of these gene set collections fared worse overall survival (Fig. 6F–J). We noted that cystathionine gamma-lyase (*CTH*), which produces cysteine by hydrolyzing cystathionine [29], is commonly associated with glycolysis, serine/glycine biosynthesis, one-carbon metabolism, and nitrogen metabolism. Higher expression of *CTH* correlated with poor PAAD patient survival (Fig. 6K). Considering the correlation between CXCL5 and CTH expression and its association with the metabolism regulation and cancer progression, CXCL5-CTH axis may orchestrates the overall metabolic programming and 3D cancer progression, which warrants further investigation. Together, these results prove that *Cxcl5* expression is correlated with genes associated with hypoxia and a broad range of metabolic pathways that seem to affect PAAD patient survival.

**Fig. 6:**
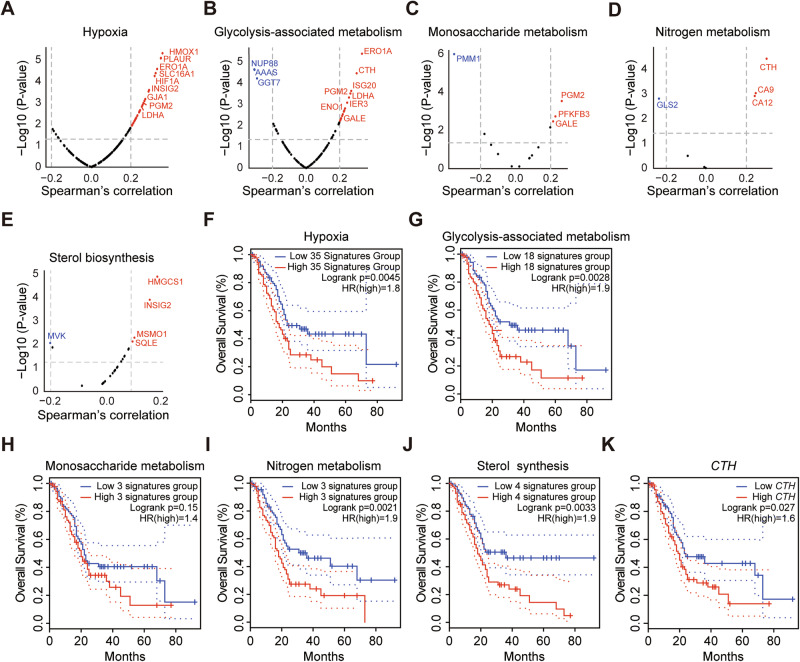
The clinical impact of CXCL5-correlated genes. **A**–**E** CXCL5 expression is correlated with many genes associated with hypoxia (**A)**, glycolysis-related pathways (e.g., glycolysis, PPP, serine/glycine biosynthesis, one-carbon metabolism, and glutathione metabolism) (**B)**, monosaccharide metabolism (**C)**, nitrogen metabolism (**D)**, and sterol biosynthesis (**E)**. **F**–**K** The overall survival of PAAD patients with different expression levels of the genes mentioned in **A**–**E**. The corresponding metabolic pathways are above the plots.

### *HIF1A* or *MYC* overexpression may restrict the efficacy of drug targeting CXCR2

CXCL5 binds the chemokine receptor CXCR2 and facilitates tumor proliferation, invasion, and angiogenesis via various signaling pathways in different types of cancer [30]. Indeed, *CXCL5* expression levels are higher in late-stage PDAC (Supplementary Fig. 5A), correlating with poor overall patient survival (Supplementary Fig. 5B). Moreover, CXCR2 is implicated in PDAC progression [31, 32]. We therefore expected that CXCL5 regulates *Hif1α* and *Myc* expression through CXCR2. Indeed, loss of *Cxcr2* recapitulated the growth inhibition we observed in *Cxcl5*^−/−^ spheroids (Fig. 7A). 3D culture of *Cxcr2*^−/−^ cells also failed to induce *Hif1α* and *Myc* expression (Fig. 7B, C). Since drugs targeting CXCR2 have failed to prove effective in the clinic [33], we reasoned cancer cells expressing high levels of *HIF1A* or *MYC* are resistant to CXCR2 inhibitors. Using the DepMap portal [34], we found increased copy number of *HIF1A* or *MYC* is correlated with a reduced sensitivity of various human PDAC cell lines to the CXCR2 targeting drug AZD5069 (Fig. 7D, E). This supports the possibility that cancers can develop resistance to CXCR2 inhibition via the upregulation of *HIF1A* or *MYC* expression and suggest that combining drugs targeting CXCR2 and *HIF1A* or *MYC* may increase their therapeutic efficacy.

**Fig. 7:**
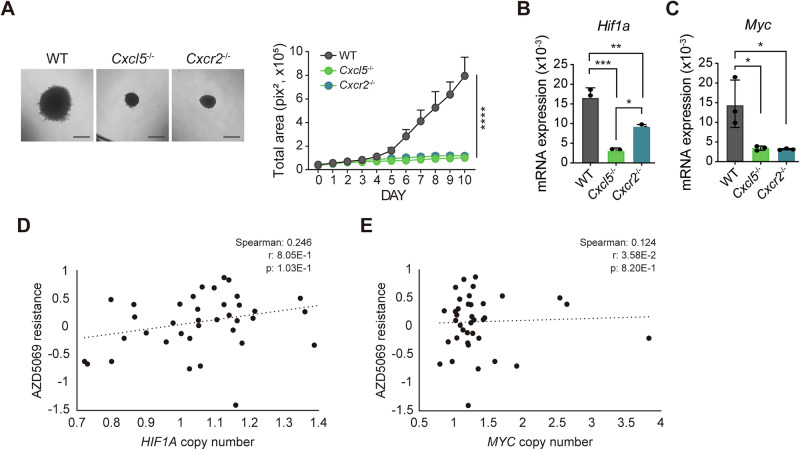
*Hif1α* and *Myc* may inhibit the efficacy of drug targeting CXCR2. **A** Bright field micrographs (left) of WT, *Cxcl5*^−/−^, and *Cxcr2*^−/−^ spheroids. Magnification, 4X. Scale bar = 500 μm. Bar graph (right) showing total spheroid area (*n* = 6 spheroids/group). **B**, **C** *Hif1α* (**B)** or *Myc* (**C)** mRNA levels in 3D-cultured WT, *Cxcl5*^−/−^, and *Cxcr2*^−/−^ cells assessed by qRT-PCR (*n* = 9–12 spheroids/group). **D,** **E** Data from the DepMap portal [34] show the resistance of various human PDAC cancer cell lines to AZD5069 increasing with HIF1A (**D)** or MYC (**E)** copy number. Drug resistance is indicated as a log2-fold-change in the Profiling Relative Inhibition Simultaneously in Mixtures (PRISM) score from repurposed public 23Q2 data [57]. Log2-transformed gene copy numbers (relative to ploidy +1) were extracted from the DepMap database (Copy Number Public 23Q4) [58]. Each dot represents an individual PDAC cell line. Dotted lines represent a linear regression of gene copy number versus drug resistance. *r* regression, *p* *p*-value. **A**–**C** Data are representative of three independent experiments and presented as mean ± SEM. Significance was assessed via two-way (**A)** and one-way (**B,** **C)** ANOVAs with Tukey’s post-hoc tests.

## Discussion

In this study, we established a tumor spheroid-in-Matrigel culture system to model 3D tumor growth, which, in the TME, is regulated by physical and chemical interaction with the ECM. We identified a significant upregulation of *Cxcl5* expression in M1-CM-treated spheroids. While CXCL5 secreted by immune cells or fibroblasts reportedly plays an important role in modulating the composition and activities of immune cells in the TME [30, 31], little is known about the role cancer-derived CXCL5 plays in cancer progression. Here, we show that *Cxcl5* plays the role of a conductor orchestrating the global metabolic remodeling necessary for cancer growth and survival in the 3D TME. More specifically, *Cxcl5*-deficient cancer cells exhibit reduced expression of enzymes and metabolites pertaining to glycolysis, serine/glycine biosynthesis, and one-carbon metabolism. This reduction is due to the impaired upregulation of *Hif1α* and *Myc*, which are master transcription factors that regulate the metabolic pathways mentioned above. These glycolysis-associated pathways provide building blocks required for cell growth and division, and anti-oxidants that protect against ROS-mediated cell death.

One-carbon metabolism not only generates glutathione but also contributes to the production of nucleic acids and methyl groups used in post-translational modifications through the folate and methionine cycles [28]. Metabolic intermediates from glycolysis are used to generate NADPH for redox homeostasis through PPP and the folate cycle [7, 10]. Therefore, we suspect the spheroid growth defect of *Cxcl5*-deficient cancer cells may result from a combined deficit in energy, biomass, and antioxidant production. We found that the reduced levels of antioxidant metabolites in 3D *Cxcl5*^−/−^ cells make them more susceptible to ferroptosis secondary to inadequate quenching of mitochondrial ROS. Recently, ferroptosis was spotlighted as a promising therapeutic target in the treatment of cancers resistant to conventional pro-apoptotic treatments [35]. We showed that *Cxcl5* deletion significantly increased ferroptosis in 3D conditions, suggesting CXCL5 signaling as a potential target for the induction of tumor ferroptosis.

While translational and post-translational mechanisms of HIF-1α and MYC regulation are well-described [36, 37], the transcriptional mechanisms of *Hif1α* and *Myc* regulation are less clear. *Hif1α* is transcriptionally regulated by transcription factors SP1, STAT3, NF-κB [38, 39], protein arginine methyltransferase 1 (PRMT1) [40], and by non-coding RNAs [41]. *Myc* transcription and mRNA levels are controlled by transcription factors, including CCHC-type zinc finger nucleic acid binding protein (CNBP), far upstream element (FUSE) binding protein (FBP), and T cell factor (TCF), as well as by miRNAs [42]. The *Myc* promoter is activated through the resolution of torsional stress caused by promoter supercoiling. Stress at the FUSE is relieved with the binding of FBP, while stress at the nuclease hypersensitive element III_1_ (NHE III_1_), which contains a DNA guanine quadruplex (G4) structure, is relieved with the binding of SP1, CNBP, and hnRNP K [43]. Given that the *Hif1α* promoter also contains a G4 structure [44], it will be interesting to examine whether CXCL5-CXCR2 signaling leads to the activation of G4-resolvase complexes.

In addition, we showed *Hif1α* overexpressing cancer cells were able to induce galactose metabolism while *Myc* overexpressing cancer cells did not. However, *Myc* overexpressing cancer cells had superior effect on positively regulating multiple metabolic pathways including glycine, serine, threonine, glutamine, and nitrogen metabolism over *Hif1α* overexpression. Many studies have indicated that the cancer metabolic pathways communicate with cell death processes [45–47]. Although we identified significant impairment of various metabolic pathways with *Hif1α* and *Myc* downregulation in 3D *Cxcl5*-deficient cells compared to WT cells, only ferroptosis significantly increased in the 3D *Cxcl5*-deficient cells. Our results indicate that CXCL5-dependent metabolic regulation contributes to the suppression of ferroptosis rather than other cell death pathways including apoptosis, pyroptosis, and cuproptosis.

Pancreatic cancers are heterogeneous with regard to glycolysis, lipogenesis, and redox pathway activity. This allows PDAC patients to be stratified into several subgroups (i.e., quiescent, glycolytic, cholesterogenic, and mixed) [48, 49]. Understanding a specific pancreatic cancer’s metabolic phenotype is particularly important because differences in metabolic phenotype lead to differences in a cancer’s responsiveness to various types of chemo- and immunotherapies [48, 50]. Our study provided a list of genes associated with hypoxic response and metabolic regulation whose expression showed a correlation with CXCL5 expression. Importantly, we found that PAAD patients expressing higher levels of those CXCL5-correlated genes show poorer prognosis. Thus, these genes could serve as useful biomarkers for selecting the best treatment options and monitoring therapeutic outcomes.

## Materials and methods

### 3D spheroid culture

For spheroid formation, Panc02 mouse pancreatic cancer cells [51] were seeded onto 96-well U-bottom ultra-low attachment plates (Corning). 1000 cells per spheroid were seeded with complete DMEM media (50 μl Dulbecco’s modified eagle media (DMEM) (Welgene) supplemented with 10 mM N-2-hydroxyethylpiperazine-N’-2-ethanesulfonic acid (HEPES), 100 U/ml penicillin/streptomycin, 2 mM L-glutamine, and 10% fetal bovine serum (FBS) (Gibco)). The cells were incubated at 37 °C and 5% CO_2_ for 24 h. Next, 2 mm-thick polydimethylsiloxane (PDMS) sheets with 3 holes were prepared and placed into the wells of a 24-well plate to support the structural stability of our 3D culture system and facilitate spheroid harvest. Then, 20 μl of Matrigel (Corning) was pipetted into the holes and allowed to solidify during 30 min incubation at 37 °C and 5% CO_2_. A tumor spheroid resuspended in 0.5 μl of Matrigel diluted 50:50 with Dulbecco’s phosphate buffered saline (DPBS) was loaded on top of the solidified layer of Matrigel and incubated for 5 min at 37 °C. Then, 15 μl of additional Matrigel was added above the spheroid and incubated for an additional 30 min at 37 °C. After the top layer of Matrigel solidified, 600 μl complete DMEM with or without macrophage conditioned media was added to each well and 6.5% FBS containing DMEM was used for control. The culture media was replaced every three days. For supplementing the CXCL5, recombinant CXCL5 (BioLegend, Cat# 573304) was used at various concentrations indicated in the figures. For experiments on 3D-cultured WT, *Cxcl5*^−/−^, *Hif1α*^OE^, and *Myc*^OE^, 600 μl complete DMEM was applied. Images were captured every day for spheroid growth analysis using an Olympus CKX53 inverted microscope equipped with an eXcope XCAM1080 camera. Images were analyzed using ImageJ (NIH) and ImageJ Fiji (NIH).

### Spheroid dissociation

To dissolve the Matrigel, cell recovery solution (Corning) was added and incubated for 30 min at 4 °C on a rotator. The freed spheroids were then transferred into new tubes and carefully washed with cold DPBS three times to remove the remaining Matrigel. Then, the spheroids were dissociated for 20 min at 37 °C in 200 μl accutase cell detachment solution (Millipore) and then an equal volume of 0.25% pre-warmed trypsin-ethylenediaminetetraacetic acid (EDTA) (Gibco) was added for additional 5 min incubation at 37 °C. The spheroids were pipetted vigorously to achieve complete dissociation. The resulting cells were then washed with ice-cold complete DMEM and used for further studies.

### Preparation of macrophage conditioned media

Bone marrow cells were isolated from female 7-week-old C57BL/6 J mice and cultured for 7 days in macrophage culture media (complete DMEM mixed 7:3 with filtered L-929 cell culture supernatant) to encourage differentiation into macrophages. To confirm macrophage differentiation by flow cytometry, the cells were resuspended in anti-CD16/32 antibody (clone 2.4G2) to block FcγR-mediated non-specific binding and stained with antibodies against CD11b (Cytek Bioscience Cat# 25-0112) and F4/80 (BioLegend Cat# 123116). Data were acquired on an LSR Fortessa (BD Biosciences) and analyzed with FlowJo (BD Biosciences). The sorted cells were collected and re-seeded in 6-well tissue culture plates at 8 ×10^5^ per well in 1.5 ml macrophage culture media. The cells were then incubated overnight at 37 °C and 5% CO_2_ to allow attachment to the bottom of the culture plates. For M1 macrophage differentiation, the cells were incubated in 10 ng/ml IFNγ (PeproTech) for 24 h followed by a second 24 h incubation with 20 ng/ml lipopolysaccharide (LPS) (Sigma). M1 macrophage differentiation was verified by flow cytometry using an anti-CD86 antibody (BioLegend Cat# 105006) and by quantitative real-time polymerase chain reaction (qRT-PCR) with primers specific for inducible nitric oxide synthase (iNOS or *Nos2*). For detecting M2 macrophage differentiation, anit-CD206 antibody was used (BioLegend Cat# 141720). 20 ng/ml TNFα, 20 ng/ml IL-4, or 40 ng/ml TGF-β1 was used to stimulate macrophages. To obtain tumor conditioned media (TCM), the culture supernatants of 2D- or 3D-cultured tumor cells were removed one day before harvest and replaced with serum free media. After 24 h, the serum free media from the 2D (2D TCM) or 3D (3D TCM) tumor cells was harvested. M0-CM was acquired from the culture of unstimulated macrophages. BMDMs were washed with DPBS (Welgene) three times before adding serum free DMEM containing 30% L929 cell supernatant. After 24 h, the culture supernatants were collected and filtered through 0.22 μm polyvinylidene difluoride (PVDF) filters (Merck). Complete DMEM mixed at 1:1 with macrophage conditioned media (CM) was prepared. DMEM containing 6.5% FBS, matching the percentage of FBS in M0- or M1-CM was used as control media.

### Generation of cell lines

Oligonucleotides for single guide RNAs (sgRNAs) targeting mouse *Cxcl5* and human *CXCL5* genes were commercially synthesized (Bioneer) with guide sequences of 5‘-CATCCGCATGAATGGCGAGATGG-3‘ and 5‘-CGGTCGCGGGTTCCTGAACT-3‘, respectively, and were cloned into the lentiCRISPRv2 vector (Addgene, plasmid #52961). 

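In GRCm38, the mouse guide together with the PAM written at its 3′ end matches chromosome 5 from 90759486 to 90759508, a stretch of 23 bases in *Cxcl5*. The protospacer is CATCCGCATGAATGGCGAGA and the PAM TGG. The site lies in exon 1 of the 4 exons of transcript ENSMUST00000031318.5, inside the coding sequence and 43 bases from the start codon. The gene is on the plus strand and the guide reads the strand opposite to the transcript. The reference sequence of the plus strand from 90759466 to 90759528 is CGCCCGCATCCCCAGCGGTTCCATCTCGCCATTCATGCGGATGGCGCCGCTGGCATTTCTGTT. A further annotated transcript, ENSMUST00000202380.1, has the site in exon 1 of its 2 exons and no coding sequence there.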

To complement *Cxcl5* in *Cxcl5*-deficient cell line, *Cxcl5*-encoding DNA was designed to incorporate a silent mutation on the sgRNA-targeting site, synthesized by Bioneer, and subcloned into a pLPCX retroviral vector (NotI and AgeI). For *Cxcr2* knockout, a *Cxcr2* sgRNA CRISPR/Cas9 all-in-one lentivector was purchased from Applied Biological Materials Inc. (Abm, Cat# 171811140595). To stably overexpress *Hif1α*, a plasmid encoding a stabilized mouse mutant of *Hif1α* (P402A/P577A/N813A) was purchased from Addgene (Addgene, plasmid #44028). Then, *Hif1α*-encoding DNA was amplified by PCR and subcloned into a pLPCX retroviral vector (XhoI and EcoRI). For *Myc* overexpression, a PIG-MYC expressing vector was purchased from Addgene (Addgene, plasmid #177650) and subcloned into a pLPCX vector (XhoI and EcoRI). The plasmids were transfected to HEK293T cells, and after 48 h, the virus-containing supernatants were collected, filtered, and used to infect Panc02 cells (WT for knockout; *Cxcl5*^−/−^ for overexpression). The cells were then selected with puromycin at a concentration of 0.5 μg/ml. *Cxcl5* and *Cxcr2* knockouts were confirmed via immunoblot with anti-CXCL5 (Abcam, ab18134) and flow cytometry with anti-CXCR2 (BioLegend, Cat# 149316) antibodies, respectively. Expression of *Hif1α* and *Myc* was confirmed by qRT-PCR using primers listed in Table S1.

### Cell proliferation assay

Cell numbers in spheroids were determined by fluorometric DNA quantification using the CyQUANT^TM^ cell proliferation assay kit (Invitrogen) according to manufacturer’s instructions. Single spheroids were placed individually in the wells of 96-well plates after washing with DPBS to remove culture media. Alternatively, when analyzing 2D-cultured cell proliferation, the cells were stained with 1 μM CellTrace^TM^ Far Red dye (Invitrogen) according to the manufacturer’s instructions. Far Red dye dilution was measured by flow cytometry on an LSRFortessa^TM^ (BD biosciences) and the resulting data was analyzed using FlowJo. Dilution was evaluated via mean fluorescence intensity (MFI).

### Cell migration assay

Panc02 spheroids treated with macrophage-CM were dissociated and 1 × 10^4^ cells were placed in the 24-well inserts containing 100 μl of serum-free DMEM. On the bottom chamber, 600 μl of complete DMEM was added. After 24 h incubation, the upper side of the insert was wiped with a cotton swab to remove non-migrating cells and cells that reached the bottom of the insert were fixed with 70% ethanol. Then, cells were stained using 1% crystal violet/20% ethanol. The migrating cells were analyzed using microscopy and quantified as cell counts per insert.

### Tumor growth

A total of 1 × 10^5^ WT or 5 ×10^5^ *Cxcl5*^−/−^ Panc02 cells were subcutaneously injected into the left flank of female 7-week-old C57BL/6 J mice in 100 μl of DPBS (Welgene). The mice and their tumors were monitored every three days until the mice were sacrificed on day 10 after tumor injection. Tumor size was measured using a digital caliper (Mitutoyo); tumor volumes were estimated according to the following formula: (length x width^2^)/2.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA was extracted using TRI Reagent^TM^ (Thermo) and reverse transcribed with oligo dT to generate complementary DNA using SuperiorScript III reverse transcriptase (Enzynomics). RbTaq^TM^ SYBR qPCR 2X PreMIX (SYBR Green with low ROX) (Enzynomics) was used to amplify target genes and PCR was carried out on a Rotor-Gene^®^ Q real-time PCR cycler (Qiagen). Target gene expression was normalized to that of β-actin. Primers are listed in Table S1.

### RNA-sequencing

RNA-seq libraries were prepared using Illumina TruSeq Stranded total RNA sample preparation kits. The resulting libraries were sequenced on an Illumina NovaSeq with pair-end 101 bp reads by the sequencing service provider (Macrogen). The reads were aligned with the GRCm38 mouse reference genome using HISAT2 [52]. Then, the Stringtie algorithm [53] was used to assemble the aligned reads and calculate read counts in each sample for each transcript. Differentially expressed genes (DEGs) were determined using the Deseq2 package (ver. 1.32.0) in R (ver. 4.1.0) and fed into a Gene Ontology (GO) analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID) and a pathway enrichment analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases [54]. Genes associated with hypoxia and metabolism were obtained from MSigDB [55] and the correlation of their expression with *CXCL5* expression in PAAD patients was identified using cBioPortal [56].

### Western blotting

Cells or spheroids were lysed in 100 μl of RIPA lysis buffer containing 25 mM Tris-HCI (pH 7.6), 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS) (Thermo), and a supplement of protease and phosphatase inhibitors (Roche) and centrifuged for 15 min at 13,000 rpm at 4 °C to remove cell debris. The supernatants, e.g., the cell lysate, were boiled for 5 min at 95 °C in a sample buffer containing 1% SDS, 10% glycerol, and 0.05% bromophenol blue (BPB) in 6.25 mM Tris buffer (pH 6.8) with 5% β-mercaptoethanol. To analyze DLAT oligomerization, the cell lysates were prepared in a sample buffer without β-mercaptoethanol. Cell lysates were separated by 10% SDS-polyacrylamide gel electrophoresis (PAGE) and transferred onto polyvinylidene difluoride (PDVF) membranes. For analyzing CXCL5, nitrocellulose membranes (Millipore) was used. The membranes were incubated in a Tris-buffered saline blocking solution (Tris base, 24.7 mM; sodium chloride, 137 mM; potassium chloride, 2.7 mM) containing 5% nonfat dried milk and 0.1% Tween 20 for 30 min at room temperature (RT). Then, the membranes were incubated for 2 h at RT with the following antibodies diluted in blocking solution: anti-CXCL5 (1:1000), anti-HIF-1α (1:500; Abcam, ab179483), anti-cMYC (1:1000; Cell Signaling Technology, #9402), anti-caspase-3 (1:1000; Cell Signaling Technology, #9662), anti-caspase-1 (1:1000; Cell Signaling Technology, #83383), anti-cleaved caspase-1 (1:1000; Cell Signaling Technology, #89332), anti-DLAT (1:1000; Abcam, ab110333), anti-β-actin (1:1000; Abcam, ab8226), and anti-GAPDH (1:1000, Santa Cruz Biotechnology, sc-166545). Uncropped western blots can be found in Supplementary Fig. 6.

### Immunofluorescence staining

Spheroids were fixed in fixation buffer containing 4% paraformaldehyde (BioLegend) for 2 h at RT. They were then washed with PBS, transferred to 30% sucrose for 3 h at RT, and then embedded in Optimal Cutting Temperature compound (Sakura Finetek) and frozen at -80 °C. The spheroids were cut into 10 μm sections, applied to slides, washed in PBS three times, and blocked in PBS containing 5% goat serum (Vector Laboratories) and 5% bovine calf serum for 30 min. The sections were then incubated with rhodamine-conjugated phalloidin (Invitrogen) to visualize actin filaments or primary antibodies (1:100) for 1 h at RT. To identify hypoxic regions, the spheroids were cultured with the hypoxia marker EF5 [2-(2-nitro-1*H*-imidazole-1-yl)-*N*-(2,2,3,3,3-pentafluoropropyl)-acetamide] (Sigma-Aldrich) for 24 h before spheroid harvest. The EF5 was then detected with an anti-EF5 antibody (Millipore Cat# EF5012-250UG). To identify cell death, an in situ cell death detection kit (Roche) was used according the manufacturer’s instructions. Briefly, the spheroid sections were stained with a 1:9 mixture of enzyme and labeling solutions for 1 h at 37 °C after a 2 min RT permeabilization with 0.1% Triton X-100 in 0.1% sodium citrate. Samples were visualized using a LSM980 confocal microscope (ZEISS) and the resulting images were processed with ImageJ or ImageJ Fiji.

### Mitochondrial ROS and membrane potential (MMP) measurements

MitoSOX^TM^ Red (Invitrogen) was used to detect mitochondrial ROS levels according to the manufacturer’s instructions. Cells were stained with 2.5 nM MitoSOX^TM^ in Opti-MEM (Thermo) at 37 °C for 30 min and analyzed by flow cytometry. Mitochondrial membrane potential (MMP) was assessed by 5 mM JC-1 (Invitrogen) staining according to the manufacturer’s instructions. Briefly, cells were stained with Opti-MEM containing JC-1 dye at 37 °C for 30 min. Then, the fluorescence emissions of monomers (green, ~525 nm) and aggregates (red, ~590 nm) were detected by flow cytometry.

### Lipid peroxidation measurements

Cells were stained with 10 μM BODIPY 581/591 C11 dye (Thermo) in complete DMEM media and incubated at 37 °C for 30 min. The cells were then washed with DPBS and analyzed by flow cytometry.

### LC-MS metabolomics

Metabolites were extracted from 2D- or 3D-cultured WT and *Cxcl5*^−/−^ as well as 3D-cultured *Hif1α*^*OE*^*Cxcl5*^−/−^ and *Myc*^*OE*^*Cxcl5*^−/−^ cells. For the 2D culture samples, a total of 1 ×10^6^ WT and *Cxcl5*^−/−^ Panc02 cells were collected. For the 3D culture samples, WT (12 spheroids), *Cxcl5*^−/−^ (36 spheroids), *Hif1α*^*OE*^*Cxcl5*^−/−^ (36 spheroids), and *Myc*^*OE*^*Cxcl5*^−/−^ (24 spheroids) Panc02 spheroids were collected and pooled. All samples were prepared in triplicate. Cell pellets were resuspended in 600 μl of a 2:1 methanol/chloroform mixture for metabolite extraction and then subjected to three mix-freeze-thaw cycles (vortexed for 30 s, frozen in liquid nitrogen for 60 s, and thawed in an ice bath). After adding 400 μl of a 1:1 chloroform/water mixture, the cell lysates were centrifuged at 15,000 *g* for 20 min at 4 °C. The soluble metabolite-containing upper layers were harvested and dried in a centrifugal vacuum evaporator (Vision). The dried samples were dissolved in 100 μl of a 1:1 (v/v) mixture of high performance liquid chromatography (HPLC)-grade acetonitrile and water and subjected to chromatographic separation on an ACQUITY UPLC BEH Amide Column (1.7 μm, 100 ×2.1 mm; Cat# 186004801, Waters) at 40 °C. This was facilitated by the integration of Acquity ultra performance liquid chromatography (UPLC) (Waters) and then transferred to mass spectrometry using a Q Exactive™ Focus Hybrid Quadrupole-Orbitrap™ Mass Spectrometer (Thermo). The mobile phase was divided in two: phase A, 10 mM ammonium acetate in deionized water adjusted to pH 9.6 with NH_4_OH and phase B, 10 mM ammonium acetate in a 2:8 mixture of deionized water and acetonitrile adjusted to pH 9.6 with NH_4_OH. The elution gradients were precisely programmed as follows: initiation 0% A at 0 min, 0% A at 2 min, 40% A at 7.5 min, 40% A at 16 min, 0% A from 16.5 to 20 min, accompanied by a constant flow rate of 0.2 ml/min. The Q Exactive™ Focus Hybrid Quadrupole-Orbitrap™ MS system was equipped with a Heated Electrospray Ionization (HESI-II) probe and calibrated to the following parameters: sheath gas flow rate of 50 ml/min, auxiliary gas flow rate of 15 ml/min, both gases heated to 350 °C, sweep gas flow rate of 2 ml/min, spray voltage of 2.5 kV, capillary temperature at 320 °C, and S-lens RF level of 50. Metabolites were detected in both negative and positive polarity.

### Statistical analysis

Experiments were conducted on at least three biological replicates in 3 independent experiments. Statistical analyses were performed using GraphPad Prism. Statistical significance was assessed with Student’s *t*-tests or analyses of variance (ANOVAs) with Tukey’s post hoc tests for pairwise comparisons. Statistical significance is indicated with *p*-values ≤ 0.05 (*), ≤ 0.01 (**), ≤ 0.001 (***), ≤ 0.0001 (****); only the samples showing significant difference were indicated.

## Supplementary information

Supporting information

Table S1

Table S2

Table S3

Table S4

## Data Availability

The RNA-seq data presented in this study are publicly available in the Gene Expression Omnibus (GEO) at GSE269318. All raw data generated in this study are available upon request.

# Supplementary material for: Cancer-intrinsic Cxcl5 orchestrates a global metabolic reprogramming for resistance to oxidative cell death in 3D
**Source:** Cell Death Differ. 2025 Mar 7;32(7):1200–13. doi: 10.1038/s41418-025-01466-y
**Supplement:** Supplementary file 1 — Supporting information

Supplementary Fig 1.

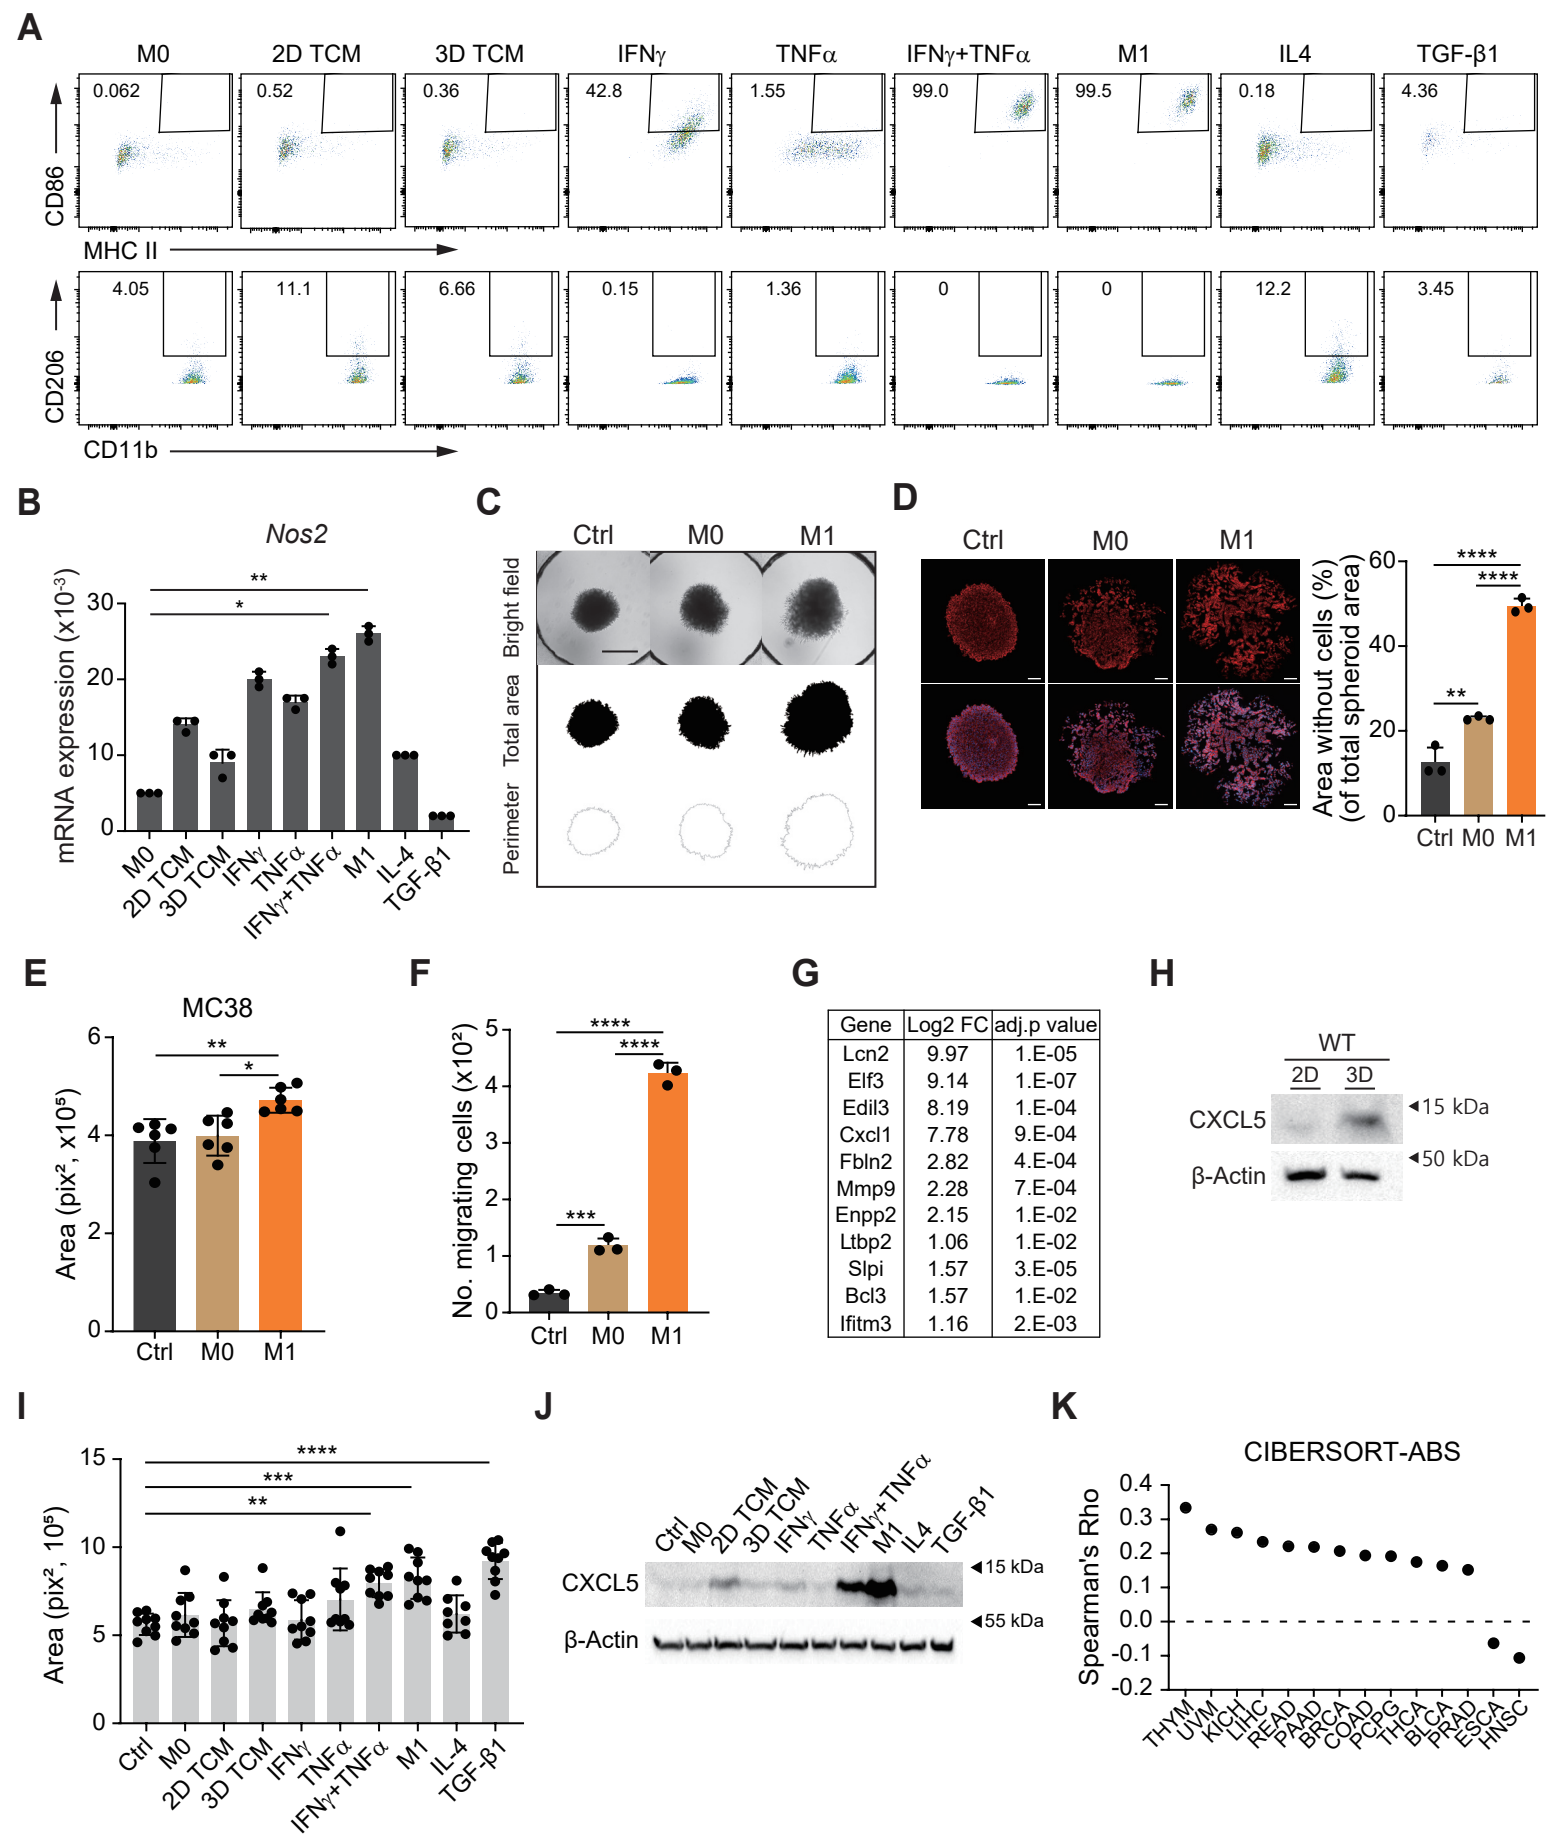

**Supplementary Fig 1. IFN $\gamma$  primed-M1 macrophages promote CXCL5 expression and 3D growth of cancer cells.**

**A**, The polarization of macrophages (CD11b<sup>+</sup>F4/80<sup>+</sup>) by different stimuli is revealed by flow cytometry analysis as either M1 (CD86<sup>+</sup>MHCII<sup>+</sup>) or M2 (CD206<sup>+</sup>) (n = 3). **B**, *Nos2* mRNA expression in macrophages stimulated as A, assessed by qRT-PCR (n = 3). **C**, Bright field micrographs showing spheroid images (top) analyzed for total area (2<sup>nd</sup> row, mask image), perimeter (3<sup>rd</sup> row). Magnification, 4X. Scale bar = 1 mm. **D**, Immunofluorescence micrographs (left) of spheroids stained with phalloidin (red, upper) and 4', 6-diamidino-2-phenylindole (DAPI, blue). Merged images appear below. Magnification, 20X. Scale bar = 100  $\mu$ m. Bar graph showing empty area percentages (right) (n = 3). **E**, Bar graph showing increased size of MC38 spheroids by M1-CM treatment (n = 6 spheroids/groups). **F**, Bar graph showing enhanced cell migration by M1-CM treatment (n = 3). Cell migration was detected using transwell assay. **G**, Expression of EMT-associated genes that are upregulated 3D tumor cells treated with M1-CM compared to untreated cells. Log2 fold change (Log2FC) and adjusted p values (adj. p value) are shown. **H**, Western blot analysis of CXCL5 expression in 2D- and 3D- cultured Panc02 cells.  $\beta$ -Actin was used for loading control (n = 3). **I**, The conditioned media of macrophages co-stimulated with IFN $\gamma$  and TNF $\alpha$  promoted tumor spheroid growth (n = 9 spheroids/group). **J**, CXCL5 expression in 3D tumor spheroids grown in the conditioned media of macrophages treated with various stimuli (n = 3). **K**, Correlation between CXCL5 expression and M1 macrophage infiltration in various cancers is shown using TIMER 2.0 based on CIBERSORT-ABS database (p<0.05). Data are representative of two or three independent experiments (mean  $\pm$  SEM). Significance was assessed via non-parametric Kruskal-Wallis ANOVA with Dunn's test (**B**) or one-way ANOVAs with Tukey's post-hoc tests (**D**, **E**, **G**, **I**).

Supplementary Fig 2.

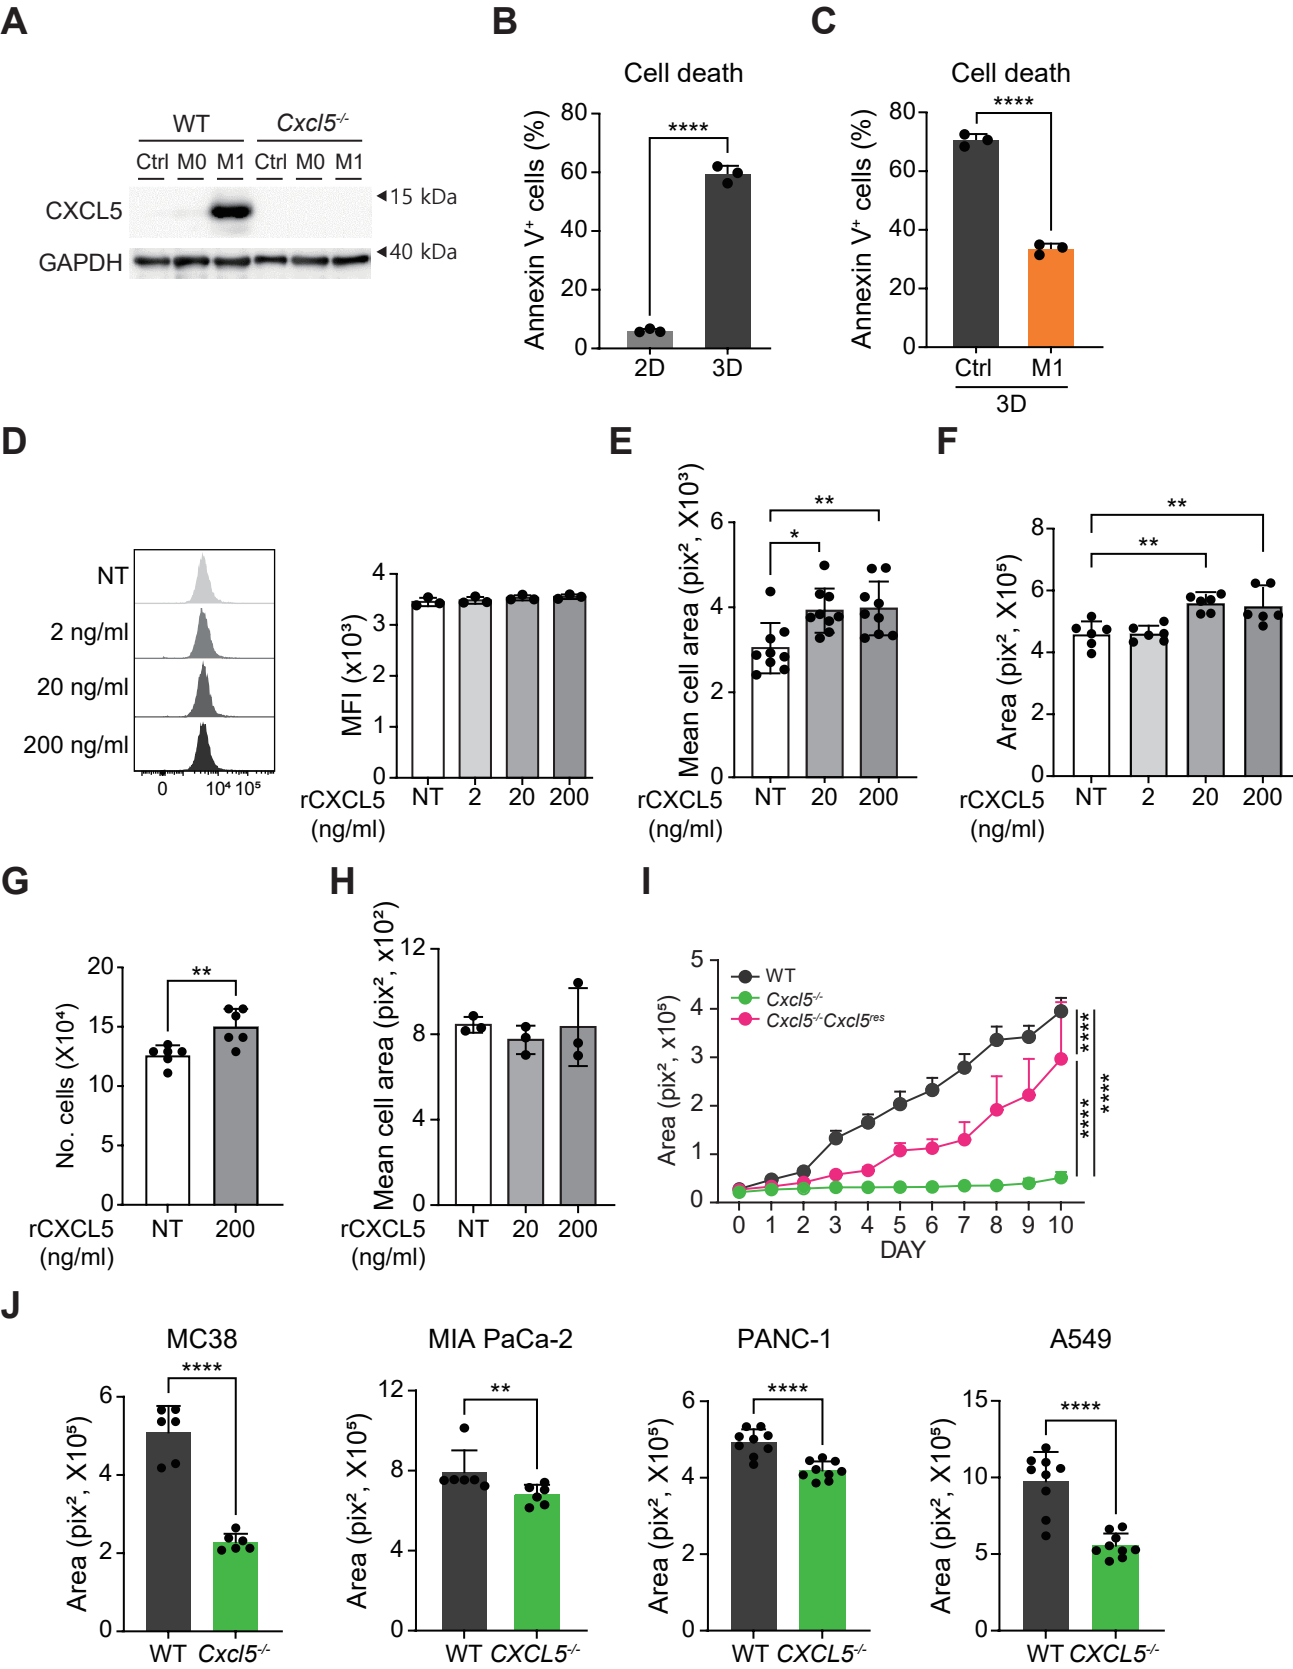

**Supplementary Fig 2. CXCL5 complementation restores the growth retardation of *Cxcl5*<sup>-/-</sup> spheroids.**

**A**, Western blot analysis of CXCL5 expression in control (Ctrl)-, M0-CM-, and M1-CM-treated 3D WT and *Cxcl5*<sup>-/-</sup> Panc02 cells. GAPDH was used for loading control (n = 3). **B, C**, Bar graph showing the percentages of annexin V<sup>+</sup> cells cultured in 2D or 3D condition (**B**), Ctrl or M1-CM-treated 3D-cultured Panc02 cells (**C**) (mean ± SEM, n = 3). **D**, Flow cytometry plots (left) showing the proliferation of Panc02 cells grown in 2D with recombinant CXCL5 (rCXCL5), as assessed by Far Red CellTrace™ dye dilutions. Bar graph (right) showing MFI (n = 3). **E**, Bar graph showing mean cell area of individual Panc02 cells grown in 2D with rCXCL5. The mean cell area was calculated by dividing total area of the cells by the cell counts (n = 9). **F**, Bar graph showing the size of Panc02 spheroids treated with rCXCL5 (n = 6 spheroids/group). **G**, rCXCL5 treatment increased cell numbers (per spheroid) of Panc02 spheroids (n = 6 spheroids/group). **H**, Bar graph showing mean cell area of individual cells in the Panc02 spheroids grown with rCXCL5. (**D-H**), NT, untreated. rCXCL5 concentrations are indicated. MFI, mean fluorescence intensity. **I**, Graph showing total areas of 3D WT, 3D *Cxcl5*<sup>-/-</sup>, and 3D *Cxcl5*<sup>-/-</sup>*Cxcl5*<sup>res</sup> (*Cxcl5*-rescued *Cxcl5*<sup>-/-</sup>) Panc02 spheroids (n = 9 spheroids/group). **J**, Various wild-type and CXCL5-deficient mouse and human cancer cell lines are compared in a spheroid area (n = 6-9 spheroids/groups). Significance was assessed via unpaired two-tailed Student's *t*-tests. Data are representative of two independent experiments (mean ± SEM). Significance was assessed via unpaired two-tailed Student's *t*-tests (**B, C, G, J**), one-way ANOVA (**D, E, F, H**), and two-way ANOVA (**I**) with Tukey's post-hoc tests.

Supplementary Fig 3.

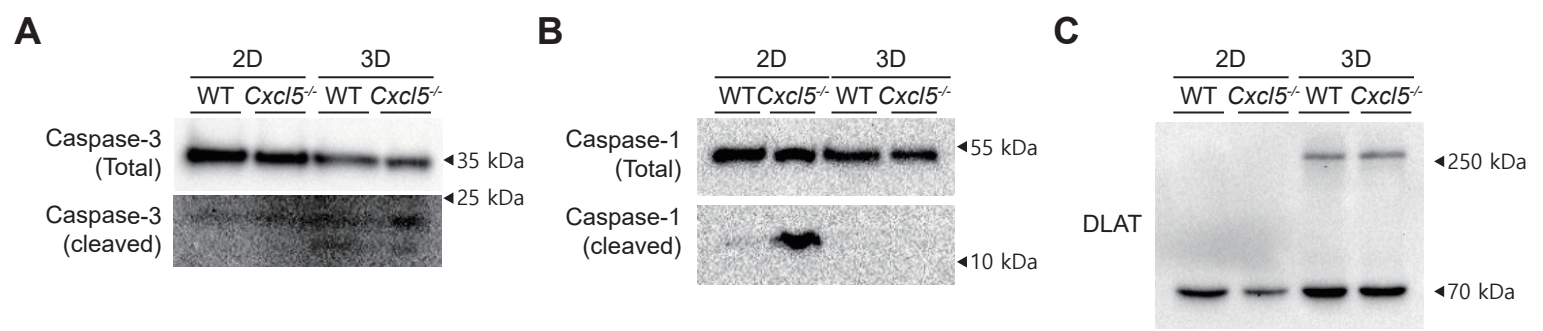

**Supplementary Fig 3. No difference in apoptosis, pyroptosis, and cuproptosis between 3D-cultured wild-type and *Cxcl5*-deficient cancer cells.**

**A, B**, Western blot analysis of caspase-3 **A**) or caspase-1 **(B)** activation (n = 3). **C**, Western blot analysis of DLAT oligomers (n = 3).

**A**

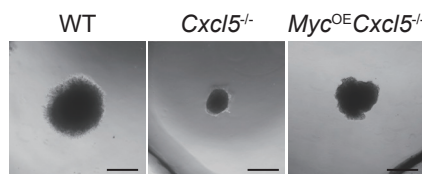

*Hif1g*<sup>OE</sup>*Cxcl5*<sup>-/-</sup> vs *Cxcl5*<sup>-/-</sup>

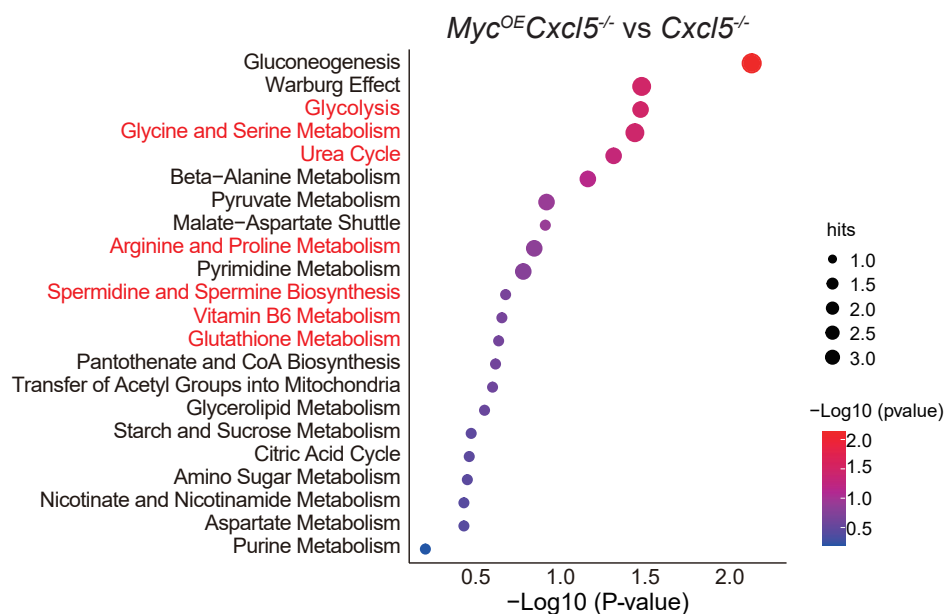

**Supplementary Fig 4. *Hif1α* or *Myc* overexpression rescues the impaired metabolism and growth of 3D-cultured *Cxcl5*<sup>-/-</sup> cells.**

**A**, Western blot analysis of cMyc expression in 3D WT and *Cxcl5*<sup>-/-</sup> cells. β-Actin, loading control (n = 3). **B**, Schematic showing the glycolysis-related pathway genes restored by *Hif1α* (brown) or *Myc* (purple) overexpression in 3D-cultured *Cxcl5*<sup>-/-</sup> cells. **C**, **D**, Metabolomics showing the metabolic pathways positively enriched in *Hif1α*-overexpressing (**C**) or *Myc*-overexpressing *Cxcl5*<sup>-/-</sup> cells (**D**) compared to parental *Cxcl5*<sup>-/-</sup> cells. **E**, **F**, Bright field micrographs of 3D-cultured WT, *Cxcl5*<sup>-/-</sup>, and *Hif1α*<sup>OE</sup>*Cxcl5*<sup>-/-</sup> cells (**E**) or *Myc*<sup>OE</sup>*Cxcl5*<sup>-/-</sup> cells (**F**). Magnification, 4X. Scale bar = 500 μm. Data are representative of three independent experiments.

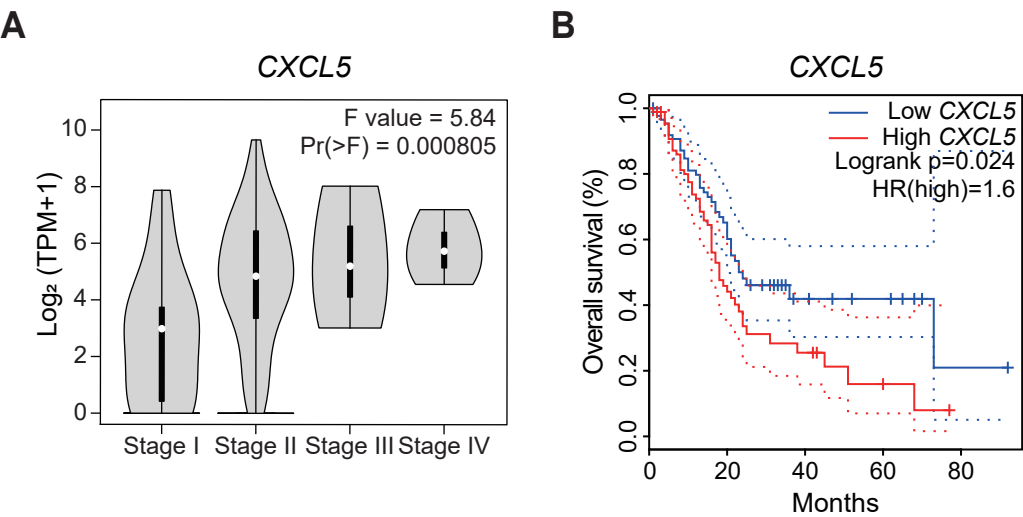

**Supplementary Fig 5. CXCL5 upregulation correlates with poor PAAD patient survival.**

**A**, In log2-normalized TCGA/GEPIA data (TPM+1), CXCL5 expression increases with increasing PAAD pathological stage. **B**, From the same TCGA/GEPIA dataset, CXCL5 expression is inversely correlated overall PAAD patient survival.

Supplementary Fig 6.

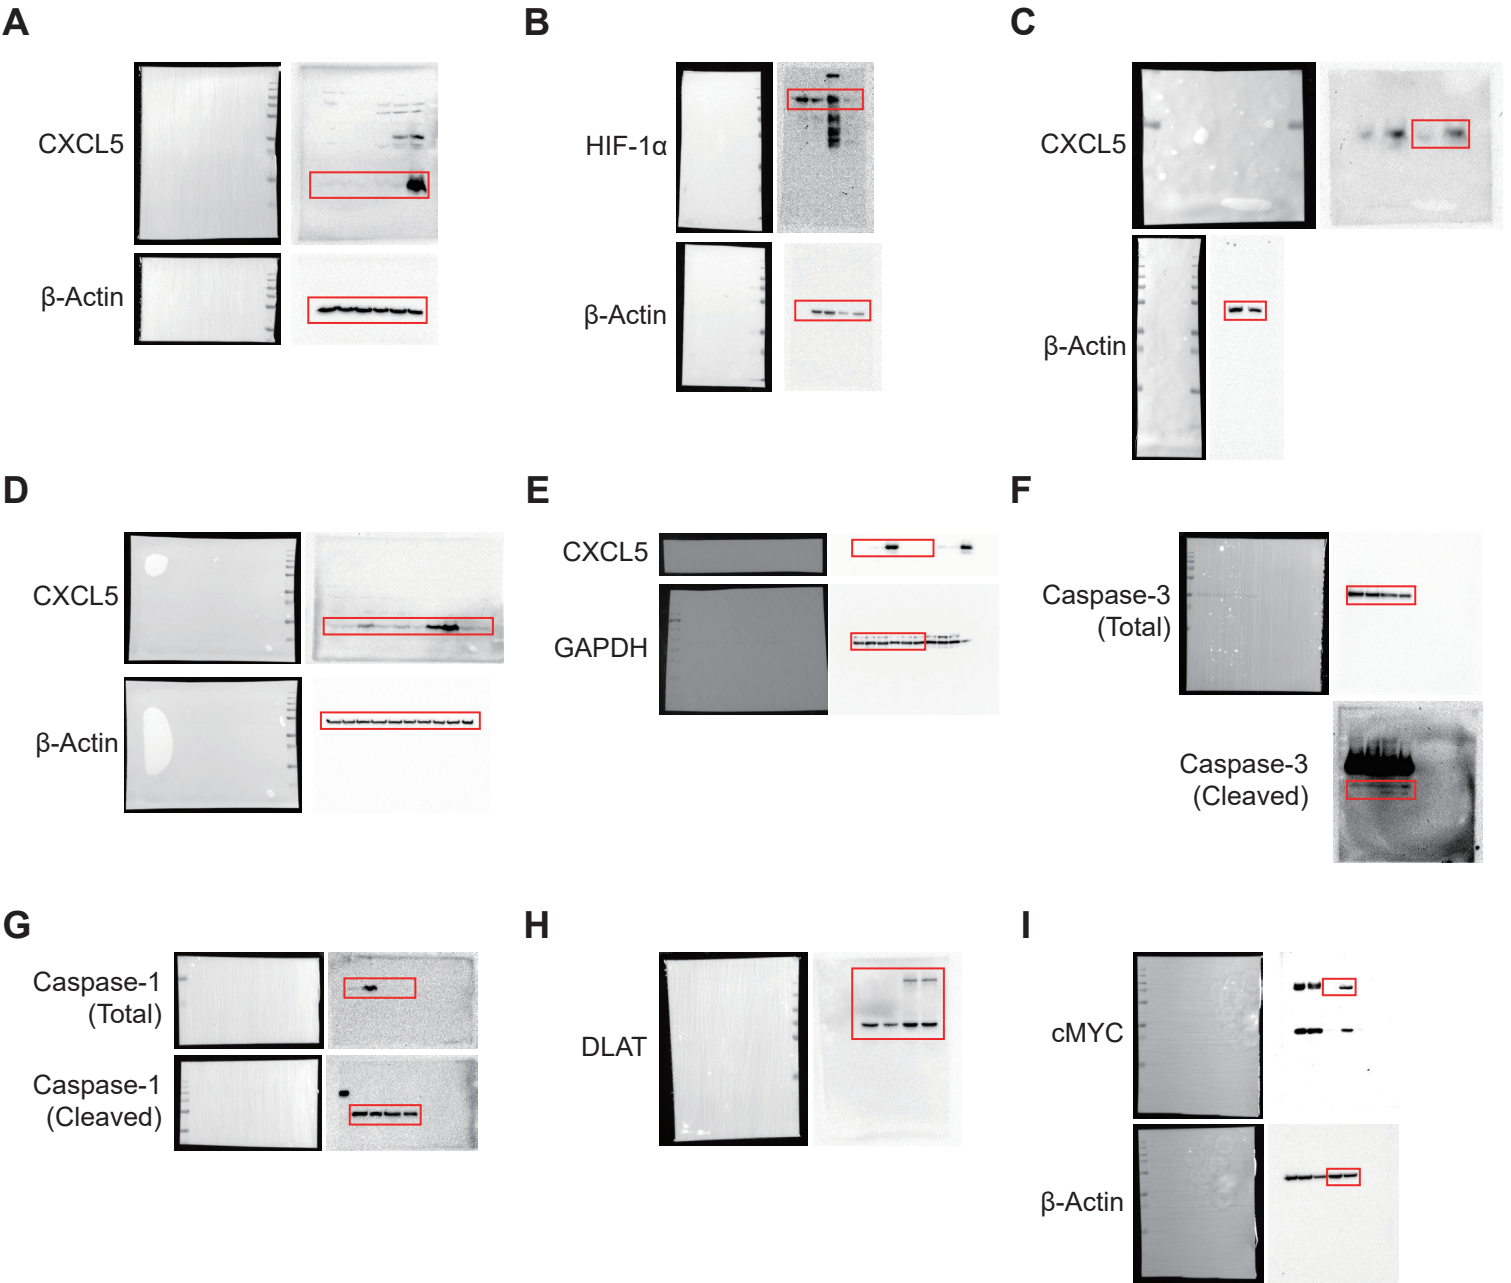

Supplementary Fig 6. Uncropped western blots.

**A-I**, Uncropped western blots used for panel Figure 1I (**A**), Figure 3C (**B**), Supplementary Fig. 1H (**C**), Supplementary Fig. 1J (**D**), Supplementary Fig. 2A (**E**), Supplementary Fig. 3A (**F**), Supplementary Fig. 3B (**G**), Supplementary Fig. 3C (**H**), and Supplementary Fig. 4A (**I**).

**Table S1. Primers used in this study**

**Table S2. Up- or down-regulated genes in M1-CM treated 3D-cultured cancer cells compared to control or M0-CM treated cells**

**Table S3. Changes in level of metabolites**

**Table S4. CXCL5-correlated genes in PAAD patients**

# Supplementary material for: Cancer-intrinsic Cxcl5 orchestrates a global metabolic reprogramming for resistance to oxidative cell death in 3D
**Source:** Cell Death Differ. 2025 Mar 7;32(7):1200–13. doi: 10.1038/s41418-025-01466-y
**Supplement:** Supplementary file 2 — Table S1

|  |  | Forward | Reverse |
| --- | --- | --- | --- |
| RT-qPCR | *Actb* | TCCAGCCTTCCTTCTTGGGT | GCACTGTGTTGGCATAGAGGT |
|  | *iNOS* | GTTCTCAGCCCAACAATACAAGA | GTGGACGGGTCGATGTCAC |
|  | *Cxcl5* | GTTCCATCTCGCCATTCATGC | GCGGCTATGACTGAGGAAGG |
|  | *Hif1α* | CAGAGCAGGAAAGAGAGTCATAGAAC | TTTCGCTT CCTCTGAGCATTC |
|  | *Myc* | GCGACTCTGAAGAAGAGCAAG | GCCTCGGGATGGAGATGAG |

Table S1.

# Supplementary material for: Cancer-intrinsic Cxcl5 orchestrates a global metabolic reprogramming for resistance to oxidative cell death in 3D
**Source:** Cell Death Differ. 2025 Mar 7;32(7):1200–13. doi: 10.1038/s41418-025-01466-y
**Supplement:** Supplementary file 3 — Table S2

**Table S2.**

| M1 vs M0 | | | |
| --- | --- | --- | --- |
| gene_symbol | log2FC | pvalue | padj |
| Cxcl5 | 2.553249 | 4.29E-65 | 8.80E-61 |
| Lcn2 | 7.10616 | 1.41E-56 | 1.50E-52 |
| C3 | 3.482648 | 1.84E-19 | 1.30E-15 |
| Commd1b | 10.77615 | 7.30E-15 | 3.70E-11 |
| Osbp2 | 20.80133 | 1.80E-14 | 6.10E-11 |
| Cfb | 3.062922 | 1.65E-14 | 6.10E-11 |
| Saa3 | 6.334204 | 5.01E-14 | 1.50E-10 |
| Dram1 | 1.982532 | 1.72E-13 | 4.40E-10 |
| 1110008P14Rik | 1.380529 | 6.42E-13 | 1.50E-09 |
| Slc16a2 | 3.803552 | 4.59E-12 | 9.40E-09 |
| Hp | 2.919085 | 1.91E-11 | 3.30E-08 |
| Slpi | 1.26474 | 8.83E-09 | 1.30E-05 |
| Fbln2 | 3.791142 | 2.00E-08 | 2.60E-05 |
| Enpp2 | 2.731875 | 7.52E-08 | 8.50E-05 |
| Slc39a4 | 8.034097 | 1.02E-07 | 1.10E-04 |
| Vcam1 | 1.504708 | 2.94E-07 | 3.00E-04 |
| Ifitm1 | 1.227202 | 7.43E-07 | 7.20E-04 |
| Atp8b4 | 1.873889 | 9.13E-07 | 8.50E-04 |
| Ltbp2 | 2.172167 | 1.90E-06 | 1.70E-03 |
| Lbp | 2.235751 | 6.08E-06 | 5.20E-03 |
| Gm38055 | 4.007806 | 1.90E-05 | 1.60E-02 |
| Myh13 | 1.088294 | 2.31E-05 | 1.80E-02 |
| Cebpd | 1.008661 | 5.31E-05 | 3.60E-02 |

| M0 vs Ctrl | | | |
| --- | --- | --- | --- |
| gene_symbol | log2FC | pvalue | padj |
| Gm4673 | 3.95285 | 1.19E-31 | 2.80E-27 |
| Rps26-ps1 | 1.846499 | 1.79E-21 | 2.10E-17 |
| Ighm | 2.428711 | 1.15E-16 | 9.00E-13 |
| Zfp91 | 9.858657 | 1.69E-13 | 9.90E-10 |
| Prl2c2 | 1.291932 | 2.06E-09 | 9.60E-06 |
| Gm49936 | 9.051962 | 1.56E-07 | 5.10E-04 |
| Edil3 | 8.130293 | 1.76E-07 | 5.10E-04 |
| H2-DMb2 | 7.890109 | 2.33E-07 | 6.10E-04 |
| Col9a3 | 7.856486 | 2.61E-07 | 6.10E-04 |
| Jakmip3 | 7.863538 | 3.01E-07 | 6.40E-04 |
| Itih2 | 7.615109 | 1.18E-06 | 2.30E-03 |
| Prl2c3 | 1.384185 | 2.46E-06 | 3.80E-03 |
| Avil | 7.557374 | 2.19E-06 | 3.80E-03 |
| Abca13 | 7.103398 | 3.60E-05 | 4.20E-02 |
| Astl | 5.424187 | 3.84E-05 | 4.30E-02 |
| Arhgap4 | 7.208427 | 4.05E-05 | 4.30E-02 |
| Wnt11 | 7.243146 | 5.83E-05 | 4.90E-02 |
| Gm10252 | 1.785429 | 6.78E-05 | 4.90E-02 |
| Dpf1 | 1.209172 | 6.16E-05 | 4.90E-02 |
| Gm26877 | 6.952546 | 6.74E-05 | 4.90E-02 |

| **Downregulated genes** | |  |  |
| --- | --- | --- | --- |
| M1 vs control | | | |
| gene_symbol | log2FC | pvalue | padj |
| Yy2 | -8.37131 | 4.74E-07 | 4.40E-04 |
| Gm44503 | -7.64837 | 6.51E-05 | 2.00E-02 |
| Tafa5 | -7.15995 | 1.88E-05 | 7.60E-03 |
| Atp2a3 | -7.07483 | 2.79E-05 | 1.00E-02 |
| Rpl27a-ps4 | -2.57436 | 7.40E-06 | 3.50E-03 |
| Fam167a | -2.394 | 1.48E-10 | 3.40E-07 |
| Grik2 | -2.28168 | 1.63E-05 | 7.00E-03 |
| Acox2 | -1.64976 | 1.80E-06 | 1.10E-03 |
| Lmo7 | -1.38506 | 9.11E-08 | 1.20E-04 |
| Plin4 | -1.19314 | 7.11E-06 | 3.50E-03 |
| Ass1 | -1.1617 | 6.47E-05 | 2.00E-02 |
| Gcnt1 | -1.1319 | 1.97E-05 | 7.80E-03 |
| 1700023H06Rik | -1.04964 | 1.02E-05 | 4.70E-03 |
| Pparg | -1.04439 | 1.08E-06 | 8.40E-04 |

| M1 vs M0 | | | |
| --- | --- | --- | --- |
| gene_symbol | log2FC | pvalue | padj |
| Gm12992 | -10.0179 | 8.25E-12 | 1.53E-08 |
| Yy2 | -8.63969 | 7.30E-09 | 1.15E-05 |
| Abca13 | -6.8534 | 5.04E-05 | 0.035537 |
| Snhg4 | -3.50988 | 5.26E-08 | 6.33E-05 |
| Car6 | -2.99416 | 4.68E-05 | 0.034194 |
| Rps26-ps1 | -1.39591 | 1.80E-08 | 2.45E-05 |
| Ramp1 | -1.37577 | 2.02E-05 | 0.015893 |
| Vwa1 | -1.03513 | 7.25E-05 | 0.046325 |

| M0 vs Ctrl | | | |
| --- | --- | --- | --- |
| gene_symbol | log2FC | pvalue | padj |
| Gm14819 | -8.49177 | 2.71E-09 | 1.10E-05 |
| Gm49721 | -5.10651 | 2.93E-05 | 3.80E-02 |
| Cntf | -2.08291 | 2.43E-06 | 3.80E-03 |
| Col27a1 | -1.34543 | 5.64E-05 | 4.90E-02 |
| Pcdhb9 | -1.31434 | 8.37E-06 | 1.20E-02 |
| Fam167a | -1.17094 | 3.60E-05 | 4.20E-02 |

# Supplementary material for: Cancer-intrinsic Cxcl5 orchestrates a global metabolic reprogramming for resistance to oxidative cell death in 3D
**Source:** Cell Death Differ. 2025 Mar 7;32(7):1200–13. doi: 10.1038/s41418-025-01466-y
**Supplement:** Supplementary file 4 — Table S3

**Table S3**.

Changes in level of metabolites between 3D WT and 2D WT

Changes in level of metabolites between 3D Cxcl5^-/-^ and 3D WT

Rescued metabolites by overexpressing Hif1*α* or Myc in Cxcl5^-/-^ cells.

# Supplementary material for: Cancer-intrinsic Cxcl5 orchestrates a global metabolic reprogramming for resistance to oxidative cell death in 3D
**Source:** Cell Death Differ. 2025 Mar 7;32(7):1200–13. doi: 10.1038/s41418-025-01466-y
**Supplement:** Supplementary file 5 — Table S4

**Table S4**.

CXCL5-correlated genes associated with hypoxia and metabolism

| Hypoxia | Glycolysis-associated metabolism | Monosaccharide metabolism | Nitrogen metabolism | Sterol biosynthesis |
| --- | --- | --- | --- | --- |
| CA9 | CTH | PGM2 | CTH | HMGCS1 |
| CSRP2 | DCN | PFKFB3 | CA9 | INSIG2 |
| ERO1A | ENO1 | GALE | CA12 | MSMO1 |
| GJA1 | ERO1A |  |  | SQLE |
| GPRC5A | GALE |  |  |  |
| INSIG2 | HMMR |  |  |  |
| ISG20 | IER3 |  |  |  |
| KLF6 | ISG20 |  |  |  |
| KLF7 | KDELR3 |  |  |  |
| LOXL2 | KIF20A |  |  |  |
| MET | LDHA |  |  |  |
| PFKFB3 | MET |  |  |  |
| PLAUR | PFKFB3 |  |  |  |
| SAT1 | PGM2 |  |  |  |
| SLCO4A1 | PPP2CA |  |  |  |
| STC1 | SLC35A3 |  |  |  |
| TIPARP | STC1 |  |  |  |
| ANLN | GSTO1 |  |  |  |
| CA12 |  |  |  |  |
| CNIH4 |  |  |  |  |
| LDHA |  |  |  |  |
| LDLR |  |  |  |  |
| S100A3 |  |  |  |  |
| SLC16A1 |  |  |  |  |
| ENO1 |  |  |  |  |
| HMOX1 |  |  |  |  |
| ACKR3 |  |  |  |  |
| ANXA2 |  |  |  |  |
| DCN |  |  |  |  |
| IER3 |  |  |  |  |
| KDELR3 |  |  |  |  |
| PGM2 |  |  |  |  |
| TNFAIP3 |  |  |  |  |
| HDAC9 |  |  |  |  |
| HIF1A |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

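RNA sequencing of 31 samples of Panc02 cells was analysed in 3 count tables. Spheroids in Matrigel with control medium, M0-CM or M1-CM gave 9 samples, WT and *Cxcl5*-/- cells in 2D and 3D culture gave 12, and 3D-cultured *Cxcl5*-/-, WT, *Hif1α* OE*Cxcl5*-/- and *Myc* OE*Cxcl5*-/- cells gave 10. All columns of values were used. The authors made stranded total RNA libraries (TruSeq), sequenced them as read pairs on a NovaSeq, aligned the reads to GRCm38 with HISAT2 and deposited gene counts from StringTie, which were not normalized. The release of the annotation and the way StringTie's output was turned into counts are not stated in the paper. The authors tested with DESeq2. Samples were grouped by the condition in their labels. The labels of the 10 rescue samples give a cell line name that runs on from sample to sample, and the paper names Panc02 for these cells, which was followed.

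The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, edgeR's filter on low counts by group, all groups of a table in the fit and Benjamini-Hochberg adjustment over the genes tested. The threshold was an adjusted p under 0.05, and for the conditioned media also an absolute log2 fold change above 1. The SE of a log2 fold change was taken as its size divided by the square root of F. The interaction contrast was the difference between the genotype effects in 3D and in 2D. The PCA used log2 CPM with a prior count of 2 and the 500 most variable genes, centred and not scaled. Gene lists were tested with fgsea 1.28.0 (gseaParam 1, eps 1e-20, at least 5 genes) on genes ranked by the signed square root of F, which compares genes in a list with other genes and takes no account of correlation between genes. Tables were handled with numpy 2.4.6 and pandas 2.3.3. A gene with 3 counts or fewer in every sample of a group was taken as at the floor, and its fold is given as a lower bound against 3 counts.

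The rule for the genes to name, of which the text uses part, took every gene that the text, Table S2, Table S4, Figs. 1F, 1G, 2E, 2F, 3A, 4C or Supplementary Fig. 1G names for a comparison, *Cxcl5*, *Hif1α* and *Myc*, and for each comparison up to 2 genes up and 2 down with the largest absolute log2 fold change among those past the threshold whose samples of one group all lie above those of the other and whose mean count is at least 50. This rule, the tests of the comparisons, the gene lists and the alternatives were set before the data were examined, except for 3 alternatives and 1 comparison chosen after seeing the data. The tests of explanations in the closing section were chosen later. Those alternatives were the DESeq2 Wald test on only the groups compared, in the conditioned media and in the other tables, and a test of only the genes whose expected background was under 10% of the count in every sample. The added comparison was *Myc* OE*Cxcl5*-/- against *Hif1α* OE*Cxcl5*-/-.

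The pairing for the replicate block comes from the replicate numbers in the sample labels, and the paper does not say that samples of the same number were grown together. The alternatives were the DESeq2 1.42.0 Wald test, DESeq2 size factors or library totals in place of TMM, no filter or at least 10 counts in every sample, only the groups compared in the fit, the replicate block, each sample left out in turn, entries of one symbol summed, and another fold change limit. For gene lists they were camera of limma 3.58.1 with an inter-gene correlation of 0.01, ranking by log2 fold change, and Reactome lists. For the PCA they were all genes and DESeq2's variance-stabilizing transformation.

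The lowest total count of any sample was 41542533, in a WT sample of the rescue table, and the highest was 78498230, in a Ctrl sample. Precision is given by the SD between samples and the SE of each log2 fold change.

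The tests were run on simulated data with 200 genes changed in each table. Counts were drawn with the dispersions that edgeR estimated, for genes past its filter. Only genes above the median expression were changed, and calls used the adjusted p alone, without the fold change limit of the conditioned media. The rates therefore do not cover genes near the floor and do not give the share of false calls in the real comparisons. For the conditioned media, 68% of the changed genes were recovered by edgeR and 2.9% of the calls were false, against 86% and 29.2% for DESeq2. For 2D and 3D culture these were 96% and 4.5% for edgeR and 97% and 14.2% for DESeq2, and for the rescue samples 78% and 6.6% for edgeR and 84.5% and 19.9% for DESeq2.

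KEGG lists were not available, so lists came from the paper's figures or were lists of enzymes. The Reactome list for serine synthesis had fewer than 5 genes and was not run. Apart from the protocadherin family, adhesion, ECM and actin cytoskeleton lists were not analysed, nor were GO terms, metabolite data and the human cell data. Of the genes under the rule for named genes, the text names only part, which was settled when the text was written, after the values were seen. Most genes of Table S2 enter only as counts, and most of the genes with the largest changes in the *Cxcl5*-/- and rescue comparisons are not named. Apart from these, single results for a few genes are not reported here.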

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

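The tests of library scaling for *Cxcl5* and of library size for silent gene families, and the use of *Fabp5* and *Gm47885* as marks of the genotype labels, were chosen only after the results were seen.

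*Cxcl5* differed in direction between experiments. In the libraries labelled 3D *Cxcl5*-/- its log2 fold change against 3D WT was 0.906 (adjusted p = 0.000173 by edgeR, higher in 3 of 3 samples), while in the rescue samples it was −0.781 (adjusted p = 0.00107 by edgeR, lower in 2 of 2 samples). The difference between the 2 experiments was not tested. Within the 2D and 3D experiment the genotype effect on *Cxcl5* differed between cultures, by an interaction of 1.371 (adjusted p = 0.000267 by edgeR). An exchange of the 3D WT and 3D *Cxcl5*-/- labels would give a negative correlation between the genotype effects of the 2 experiments across genes. The correlation over 21058 genes was 0.593, with 76.5% of the genes of the same sign, and 0.781 over 11379 genes with little background (79.2% of the same sign), which goes against an exchange of all labels. Library scaling does not account for the rise, since the lower of the log2 fold changes under library totals and DESeq2 size factors was 0.916. The guide cuts in the first coding exon, and an edited transcript may still be made and counted, but the counts do not show the reading frame and this was not tested. *Fabp5* and *Gm47885*, picked by the rule for named genes in 2D *Cxcl5*-/- against 2D WT, fit the labels in every sample of 3D culture. *Fabp5* had 0 counts in all 3 samples of 2D *Cxcl5*-/- and all 3 of the libraries labelled 3D *Cxcl5*-/-, against 305 to 373 in 2D WT and 550 to 800 in 3D WT. *Gm47885* had 175 to 179 counts in 2D *Cxcl5*-/- and 96 to 126 in the libraries labelled 3D *Cxcl5*-/-, against 0 to 3 in each WT sample. In the rescue samples, *Fabp5* had 0 counts in both *Cxcl5*-/- samples and 59 in both of WT, and *Gm47885* 95 and 104 against 3 and 4. These counts go against an exchange of any 3D label and against a sizeable share of WT cells in the libraries labelled 3D *Cxcl5*-/-. They show which cells were sequenced, not whether *Cxcl5* is lost in them. For that loss the paper gives an immunoblot with an antibody against CXCL5.

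The genotype effect differed between 2D and 3D in 5807 genes. Of 32 splits that exchange genotype labels within culture and replicate number, 4 gave at least as many genes, the real one included. The other 3 keep the 3D labels and exchange 2D labels alone, with 6285, 6498 and 7601 genes. They keep the large genotype difference in 3D of the real split, so they do not show what chance would give. Splits that exchange part of the 3D labels gave 0 to 28 genes. Single genes among them were *Hif1α*, with an interaction of −1.266 (adjusted p = 2.43e-05 by edgeR), and *Myc*, with −1.413 (adjusted p = 4.45e-05 by edgeR). Of the genes past the threshold between the libraries labelled 3D *Cxcl5*-/- and 3D WT, 74.9% had little expected background and stayed past it when such genes alone were tested, so background reads alone do not account for that difference. A biological explanation is the loss of *Cxcl5* in 3D, which the *Cxcl5* count does not show, although *Fabp5* and *Gm47885* fit the label. The tests compare WT with edited cells, so they do not separate loss of *Cxcl5* from other differences between these cells. In 2D culture 825 genes were already higher and 677 lower in *Cxcl5*-/-. The paper restored spheroid growth by adding *Cxcl5* back, but no such sample is among those analysed.

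Olfactory and vomeronasal receptor genes, families expected to be silent in these cells, which the paper does not analyse, had a median of 109.1 CPM together in 3D WT, against 12.2 in 2D WT, 12.6 in 2D *Cxcl5*-/- and 44.2 in the libraries labelled 3D *Cxcl5*-/-. In the rescue samples the medians were 701.6 in WT, 83.2 in *Cxcl5*-/-, 133.3 in *Hif1α* OE*Cxcl5*-/- and 104.5 in *Myc* OE*Cxcl5*-/-, and in the conditioned media 28.8 to 35.1. The predicted gene *Gm10800* had a median of 83389.3 counts per 1e6 total counts in 3D WT, against 5.9 in 2D WT, 7.4 in 2D *Cxcl5*-/- and 3404.6 in the libraries labelled 3D *Cxcl5*-/-. In the conditioned media experiment its single samples overlapped between groups, from 22.2 to 12963.8 in Ctrl, 2656.5 to 13798.7 in M0-CM and 2249.4 to 3724.7 in M1-CM. It has near-identical copies, so its count is uncertain. Library size did not differ in a way that accounts for this, as the 3D WT totals were 0.962 times those of the other libraries. Background reads spread over the genome would make the counts of silent receptors rise with exonic length. The median rank correlation in 3D WT was 0.47, under the limit of 0.5 set for it with single libraries on both sides of that limit, and 0.227 in the libraries labelled 3D *Cxcl5*-/-, 0.03 to 0.091 in 2D and 0.754 in rescue WT. The pattern cannot be told apart from such background, for which DNA left in the RNA is a candidate source. No biological explanation was tested.

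Other groupings of the samples were also tried for each count of genes in groups of 3. For M1-CM against Ctrl, 1 of 4 splits gave as many genes as the real one, which is the real one itself, and the same was 1 of 4 for M1-CM against M0-CM, 3D WT against 2D WT, the libraries labelled 3D *Cxcl5*-/- against 3D WT, 2D *Cxcl5*-/- against 2D WT, and the libraries labelled 3D *Cxcl5*-/- against 2D *Cxcl5*-/-. The other splits gave 0 or 1 genes in these comparisons. For M0-CM against Ctrl it was 4 of 4, each with 0 genes (412 up and 157 down at an unadjusted p under 0.05 in the real split). These splits part all same-numbered pairs as the real one does, and with 4 of them a share under 0.05 is out of reach. For genes higher in 3D WT and not in the libraries labelled 3D *Cxcl5*-/-, 2 of 32 splits gave as many, and the other, with 4452 genes, exchanges 2D and 3D in all WT samples. Splits that exchange part of the *Cxcl5*-/- samples, with WT kept or wholly exchanged, still gave 1754 to 1801 genes, against 1848 in the real one. These splits therefore do not test what the *Cxcl5*-/- samples add to the count.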

How the results depend on the processing

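Among the results for single genes, 114 had the same direction and side of the threshold under each alternative that tested the gene, and 44 changed under at least one. Stricter filters left genes untested, and at least 10 counts in every sample gave 118 the same, 4 stronger, 1 weaker and 1 reversed. With entries of one symbol summed, none of them changed. Leaving out each sample in turn gave 27 weaker, 8 stronger, 5 reversed and 4 moved. Scaling by library totals gave 9 weaker, 2 stronger and 6 reversed, and the DESeq2 Wald test 15 stronger, 1 weaker and 1 reversed. The Reactome lists changed no list result they replaced. For the results below the cause was not tested.

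With the DESeq2 Wald test, 64 genes were up and 19 down in M1-CM against Ctrl, 19 and 9 against M0-CM, and 18 and 4 in M0-CM against Ctrl. The log2 fold change of *Eif4ebp1* in *Myc* OE*Cxcl5*-/- against *Hif1α* OE*Cxcl5*-/- was 0.003. The NES of one-carbon genes in 3D WT was −1.47 (adjusted p = 0.078), of nitrogen metabolism in rescue *Cxcl5*-/- −0.87 (0.693), and of galactose metabolism in *Myc* OE*Cxcl5*-/- 1.48 (0.0344). With DESeq2 on only the groups compared, the counts were 63 and 14, 23 and 7, and 20 and 6, with 1261 up and 1127 down in 2D *Cxcl5*-/- and 3053 genes up in 3D WT and not in the libraries labelled 3D *Cxcl5*-/-.

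With the replicate block, 1 gene was up in M1-CM against Ctrl and 1 against M0-CM, and the NES of nitrogen metabolism in rescue *Cxcl5*-/- was −0.78 (0.75). With only the groups compared in the fit, 2 genes were up in M0-CM against Ctrl, and the NES was −1.40 (0.117) for one-carbon genes in 3D WT and −0.99 (0.508) for nitrogen metabolism in rescue *Cxcl5*-/-, with rescued shares of 61.8% in *Hif1α* OE*Cxcl5*-/- and 61.1% in *Myc* OE*Cxcl5*-/-.

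With at least 10 counts in every sample, 1 gene was up in M1-CM against M0-CM and 1220 were up in 3D WT and not in the libraries labelled 3D *Cxcl5*-/-. *Cxcl5* in *Hif1α* OE*Cxcl5*-/- was at −0.027 (0.858). The NES was −1.43 (0.0847) for one-carbon genes in 3D WT, −1.55 (0.0609) for the TCA cycle and 0.98 (0.555) for nitrogen metabolism in the libraries labelled 3D *Cxcl5*-/-, and −0.71 (0.849) for nitrogen metabolism in rescue *Cxcl5*-/-. The rescued shares were 65.2% in *Hif1α* OE*Cxcl5*-/- and 62.4% in *Myc* OE*Cxcl5*-/-. With genes of little background, 1217 were up in 3D WT and not in the libraries labelled 3D *Cxcl5*-/-, and 3340 up and 3980 down in rescue *Cxcl5*-/-. *Cxcl5* in *Hif1α* OE*Cxcl5*-/- was at −0.108 (0.423). The NES was −1.41 (0.128) for one-carbon genes in 3D WT, −1.49 (0.069) for the TCA cycle and 0.98 (0.543) for nitrogen metabolism in the libraries labelled 3D *Cxcl5*-/-, and −0.64 (0.872) in rescue *Cxcl5*-/-, with shares of 63.6% and 61.9%. With no filter, nitrogen metabolism in 3D WT had 1.66 (0.02) and galactose metabolism in *Myc* OE*Cxcl5*-/- 1.53 (0.0252), with shares of 58.9% and 55.0%.

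With library totals, 1 gene was up in M0-CM against Ctrl, 7671 were up and 2445 down in the libraries labelled 3D *Cxcl5*-/- against 3D WT, and 1017 were up in 3D WT and not in the libraries labelled 3D *Cxcl5*-/-. In the libraries labelled 3D *Cxcl5*-/-, *Mthfd1* was at 0.001 and *Gss* at 0.242 (0.215). *Cxcl5* was at −0.19 in *Hif1α* OE*Cxcl5*-/- and −0.128 in *Myc* OE*Cxcl5*-/-. Between *Myc* OE*Cxcl5*-/- and *Hif1α* OE*Cxcl5*-/-, *Ccnb1* was at −0.004 and *Gclc* at −0.037. The NES was 1.55 (0.0315) for nitrogen metabolism in 3D WT, −0.82 (0.795) for the TCA cycle, −1.42 (0.0876) for galactose metabolism and −1.19 (0.203) for the respiratory chain in the libraries labelled 3D *Cxcl5*-/-, and −0.73 (0.794) for nitrogen metabolism in *Myc* OE*Cxcl5*-/-, with a share of 50.9% in *Myc* OE*Cxcl5*-/-. With DESeq2 size factors, *Cxcl5* in *Hif1α* OE*Cxcl5*-/- was at −0.004 and *Eif4ebp1* between *Myc* OE*Cxcl5*-/- and *Hif1α* OE*Cxcl5*-/- at 0.012. The NES was −1.46 (0.0714) for one-carbon genes in 3D WT and −0.63 (0.881) for nitrogen metabolism in rescue *Cxcl5*-/-, with a share of 58.4% in *Hif1α* OE*Cxcl5*-/-.

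With an absolute log2 fold change above 1, 2868 genes were up and 1009 down in 3D WT, 2096 and 1675 in the libraries labelled 3D *Cxcl5*-/- against 3D WT, 364 and 302 in 2D *Cxcl5*-/-, and 3995 and 2087 in the libraries labelled 3D *Cxcl5*-/- against 2D *Cxcl5*-/-. The interaction had 2438, and 1180 were up in 3D WT and not in the libraries labelled 3D *Cxcl5*-/-. There were 2571 up in rescue *Cxcl5*-/-, 3056 up and 2129 down in *Hif1α* OE*Cxcl5*-/-, 3518 and 2848 in *Myc* OE*Cxcl5*-/-, and 2191 up and 1429 down in both, with shares of 57.2% and 47.8%. With genes picked in the rescue samples the shares were 57.2% and 54.7%.

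Ranked by log2 fold change, the NES in 3D WT was −1.61 (0.0703) for the TCA cycle, 1.08 (0.518) for galactose and 1.61 (0.00616) for nitrogen metabolism, and −0.96 (0.581) for one-carbon genes. In the libraries labelled 3D *Cxcl5*-/- it was −1.43 (0.109) for the TCA cycle and −1.42 (0.118) for galactose metabolism. In rescue *Cxcl5*-/- it was −1.04 for DNA replication, −0.84 for galactose metabolism, −1.01 for glycolysis, −1.18 for hypoxia, −0.78 for nitrogen metabolism, −1.06 for one-carbon genes and −1.19 for sterol biosynthesis. In *Hif1α* OE*Cxcl5*-/- it was 1.43 for DNA replication, 1.02 for galactose metabolism, 1.30 for glycolysis, 1.32 for hypoxia, 0.77 for nitrogen metabolism and 1.08 for one-carbon genes. In *Myc* OE*Cxcl5*-/- it was 1.38 for glycolysis, 1.35 for hypoxia, 1.29 for one-carbon genes and 1.36 for sterol biosynthesis. With camera, the adjusted p was 0.0124 for nitrogen metabolism in 3D WT, 0.0532 for galactose metabolism in rescue *Cxcl5*-/- and 0.0112 in *Myc* OE*Cxcl5*-/-. For nitrogen metabolism, whose direction was reversed, it was 0.954 in rescue *Cxcl5*-/-, 0.813 in *Hif1α* OE*Cxcl5*-/- and 0.887 in *Myc* OE*Cxcl5*-/-.

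In the PCA, the ratio of genotype distances was 4.14 with all genes and 3.09 with the variance-stabilizing transformation, and 1.97 to 2.46 without each sample in turn. Without each sample in turn, 1 to 5 genes were up in M1-CM against Ctrl, 1 to 6 against M0-CM, and 402 to 495 down in 2D *Cxcl5*-/-. *Cxcl5* in *Hif1α* OE*Cxcl5*-/- ranged from −0.054 to 0.119. Between *Myc* OE*Cxcl5*-/- and *Hif1α* OE*Cxcl5*-/-, *Hif1α* ranged from −0.103 to 0.044 and *Eif4ebp1* from −0.101 to 0.103. The NES ranged from 1.49 to 1.61 for nitrogen metabolism and −1.67 to −1.47 for one-carbon genes in 3D WT, −1.81 to −1.47 for the TCA cycle in the libraries labelled 3D *Cxcl5*-/- and 1.49 to 1.52 for galactose metabolism in *Myc* OE*Cxcl5*-/-. The shares ranged from 56.5% to 61.8% in *Hif1α* OE*Cxcl5*-/- and 55.2% to 59.1% in *Myc* OE*Cxcl5*-/-. Fits that leave 1 sample in a rescue group give no p. The Reactome list of serine synthesis was not run, as it had fewer than 5 genes.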

Differences from the paper's values

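For M1-CM against Ctrl the paper's Table S2 lists 63 genes up and 14 down, against 3 up and 0 down here (586 and 317 at an unadjusted p under 0.05). Against M0-CM it lists 23 up and 8 down, against 3 and 0 here (309 and 189 at an unadjusted p under 0.05), and for M0-CM against Ctrl 20 up and 6 down, against 0 and 0 here (412 and 157 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the DESeq2 Wald test, the tool the paper's methods name, gave 64 and 19, 19 and 9, and 18 and 4, and the others did not close the gap. The DESeq2 Wald test on only the groups compared, chosen after seeing the values, gave 63 and 14, 23 and 7, and 20 and 6, and these are genes that Table S2 lists. With either Wald test, *Bcl3*, *Cxcl1*, *Edil3*, *Elf3*, *Enpp2*, *Fbln2*, *Ifitm3*, *Ltbp2*, *Mmp9*, *Saa3* and *Slpi* were called, which edgeR did not call.

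The paper's log2 fold change of *Ltbp2* for M1-CM against Ctrl is about 1.1 in Supplementary Fig. 1G, read by eye, against 1.908 here. The paper's Table S2 gives 1.906, and that value does not differ from 1.908 by more than the error. None of the alternatives set before the data were examined closed the gap to the figure.

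The paper's Fig. 2E draws *Slc2a4* as raised in 3D WT, and it was not past the threshold (adjusted p = 0.0781 by edgeR). It was past it with only the groups compared in the fit (2.471, 0.0345), and with the DESeq2 Wald test on only the groups compared, chosen after seeing the values (2.52, 0.0164). The figure draws 9 genes as unchanged, of which *Pgls* (0.70), *Aldoc* (4.82) and *Pkm* (0.90) were higher and *G6pdx* (−0.27), *Pgd* (−0.41) and *Rpia* (−0.36) lower past the threshold. Of these 6, *G6pdx* was not past it without 2D WT replicate 3 or 3D WT replicate 3, *Pgd* without 3D WT replicate 3 and *Rpia* without 2D WT replicate 1. The paper's Fig. 2F draws *Pfkl* as lowered and *Aldoc* as raised in 3D *Cxcl5*-/-, and neither was past it in the stated direction under any setting run (−0.16 and −0.05). It draws *G6pdx* and *Rpia* as unchanged, and both were lower (−0.26 and −0.35). Neither was past the threshold with library totals, no filter, without 3D *Cxcl5*-/- replicate 2, or with the DESeq2 Wald test on only the groups compared, chosen after seeing the values. *G6pdx* was also not past it with at least 10 counts in every sample, with only the groups compared in the fit, or among genes with little background, chosen after seeing the values. Fig. 4C draws *Dnmt1* as unchanged, and it was lower (−0.71).

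The paper places oxidative phosphorylation and the TCA cycle in a group lowered in 3D WT and raised somewhat in 3D *Cxcl5*-/-. Both lists were lower in the libraries labelled 3D *Cxcl5*-/- than in 3D WT, with an NES of −2.11 for the respiratory chain and −1.80 for the TCA cycle. Under library totals the median of the respiratory chain was 0.065, above 0, and its NES −1.19 (adjusted p = 0.203 by fgsea), and the TCA cycle had a median of −0.02 and an NES of −0.82 (adjusted p = 0.795 by fgsea). The TCA cycle was also not past the threshold with at least 10 counts in every sample (adjusted p = 0.0609 by fgsea), ranked by log2 fold change (0.109), without 3D *Cxcl5*-/- replicate 2 (0.0611), or among genes with little background, chosen after seeing the values (0.069).

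The paper places glycolysis, steroid biosynthesis, galactose and nitrogen metabolism in a group raised in 3D WT and not in 3D *Cxcl5*-/-. In the libraries labelled 3D *Cxcl5*-/- against 2D *Cxcl5*-/- the NES of all 4 lists was past the threshold, at 2.12 for glycolysis, 1.66 for sterol biosynthesis, 1.58 for galactose (with the replicate block it was not, adjusted p = 0.0541 by fgsea) and 1.71 for nitrogen metabolism. The medians were 0.36, 0.04, −0.06 and 0.69, against 0.11 for all genes, so for sterol biosynthesis and galactose the score does not show a raised list. Nitrogen metabolism was not past the threshold in 3D WT (NES 1.48, adjusted p = 0.0932 by fgsea). It passed with library totals (1.55, 0.0315), no filter (1.66, 0.02), ranking by log2 fold change (1.61, 0.00616), camera (0.0124) and without 3D WT replicate 2 (1.61, 0.0212).

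The paper states that *Myc* and not *Hif1α* overexpression restored serine, glycine and threonine metabolism and nitrogen metabolism. One-carbon genes, which include those of serine and glycine, were raised in *Hif1α* OE*Cxcl5*-/- as well, with an NES of 1.96 (adjusted p = 0.000104 by fgsea), and the direct comparison of *Myc* OE*Cxcl5*-/- with *Hif1α* OE*Cxcl5*-/- gave 1.55 (adjusted p = 0.0774 by fgsea). The NES of nitrogen metabolism was 0.90 in *Myc* OE*Cxcl5*-/- (adjusted p = 0.611 by fgsea) and −1.06 in *Hif1α* OE*Cxcl5*-/-.

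The paper takes the genes of Table S4 as raised in 3D WT and not in 3D *Cxcl5*-/-. Of the 45, 18 were higher in 3D than in 2D in both genotypes, and *Slco4a1*, *Anln*, *Hmmr* and *Kif20a* were lower in 3D WT, by −1.62, −0.36, −1.23 and −0.96. A further 9 were not past the threshold in 3D WT, of which *Pgm2* was higher past it without 2D WT replicate 3 (0.295, 0.0431). *Met* was lower past it with the replicate block (−0.233, 0.0469), and with library totals *Met*, *Cnih4*, *Ppp2ca* and *Gsto1* were.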

Other observations

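The tests in this part were written before their own results were seen, but some rest on settings chosen after seeing the data. These are the comparison of *Myc* OE*Cxcl5*-/- with *Hif1α* OE*Cxcl5*-/-, DESeq2 on only the groups compared and the test of genes with little background.

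The paper reports CXCL5 protein as higher in 3D than in 2D culture by western blot, while the *Cxcl5* count was lower in 3D WT than in 2D WT (log2 fold change −0.81, adjusted p = 0.000379 by edgeR, lower in 3 of 3 samples). Protein was not measured here.

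*Hif1α* counts in *Hif1α* OE*Cxcl5*-/- could not be distinguished from those in *Myc* OE*Cxcl5*-/- (log2 fold change −0.04, SE 0.09, adjusted p = 0.826 by edgeR), and both were below rescue WT, at 265.7 and 258.2 CPM against 313.8. The plasmid carries a stabilized mouse mutant, and reads of it cannot be separated from reads of the gene in a table of counts.

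As a list, the 67 hypoxia genes of Fig. 3A had a positive score in M0-CM against Ctrl, with a higher mean in 66 (median log2 fold change 0.51, NES 3.11), and a negative one in M1-CM against M0-CM, with a lower mean in 56 (NES −2.80, adjusted p = 3.11e-11 by fgsea). In M1-CM against Ctrl 60 had a higher mean (median 0.288, NES 2.39, adjusted p = 8.41e-08 by fgsea). No single gene of the list was past the limits in these 3 comparisons.

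Genes that DESeq2 called in M1-CM against Ctrl on only the groups compared were tested again without each sample. Of 77 genes, 21 (27.3%) stayed past the threshold in all 6 fits that each left out one sample, with 47 to 65 in each fit. In M1-CM against M0-CM 56.7% stayed and in M0-CM against Ctrl 23.1%. The share of 27.3% is under the 50% set as the limit for single samples carrying the calls, so that test leaves the explanation open. A single sample held over 80% of a gene's scaled counts over the 6 samples in 2 of the 77 genes. That count does not decide it, since genes with a small fold change, such as *Ifitm3* (log2 fold change 1.16), cannot reach 80%. In 74 of the 77 the samples of the 2 groups did not overlap, which is weak evidence, since the genes were called on these samples. A loss of power with fewer samples also lowers the share of genes that stay. It was not separated from single samples carrying the calls.

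Of the genes lower in the libraries labelled 3D *Cxcl5*-/- than in 3D WT, 4788 had little expected background and were tested again among such genes alone, and 4172 of them (77.3% of all those lower) stayed past the threshold. Of the genes higher, 3025 were tested again and 3025 stayed (71.7% of all those higher). Of the genes lower in rescue *Cxcl5*-/- than in WT, 3559 were tested again and 3559 stayed (50.9% of all those lower). The rest had more expected background and were not tested again.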
